# Gli3 in fetal thymic epithelial cells promotes thymocyte positive selection and differentiation by repression of *Shh*

**DOI:** 10.1242/dev.146910

**Published:** 2018-02-01

**Authors:** Anisha Solanki, Diana C. Yanez, Susan Ross, Ching-In Lau, Eleftheria Papaioannou, Jiawei Li, José Ignacio Saldaña, Tessa Crompton

**Keywords:** Shh, Gli3, Fetal thymus, Positive selection, CD4, T-cell development, Thymocyte, Thymic epithelial cell (TEC), Mouse

## Abstract

Gli3 is a Hedgehog (Hh)-responsive transcription factor that can function as a transcriptional repressor or activator. We show that Gli3 activity in mouse thymic epithelial cells (TECs) promotes positive selection and differentiation from CD4^+^ CD8^+^ to CD4^+^ CD8^−^ single-positive (SP4) cells in the fetal thymus and that Gli3 represses *Shh*. Constitutive deletion of *Gli3*, and conditional deletion of *Gli3* from TECs, reduced differentiation to SP4, whereas conditional deletion of *Gli3* from thymocytes did not. Conditional deletion of *Shh* from TECs increased differentiation to SP4, and expression of Shh was upregulated in the Gli3-deficient thymus. Use of a transgenic Hh reporter showed that the Hh pathway was active in thymocytes, and increased in the Gli3-deficient fetal thymus. Neutralisation of endogenous Hh proteins in the *Gli3*^−/−^ thymus restored SP4 differentiation, indicating that Gli3 in TECs promotes SP4 differentiation by repression of *Shh*. Transcriptome analysis showed that Hh-mediated transcription was increased whereas TCR-mediated transcription was decreased in *Gli3*^−/−^ thymocytes compared with wild type.

## Abstract (precis)

**Summary:** Gli3 activity in thymic epithelial cells promotes maturation from CD4^+^ CD8^+^ to CD4^+^ CD8^−^ thymocyte by reducing Shh, which signals to reduce T-cell receptor-mediated transcription during repertoire selection in mouse fetal thymus.

## INTRODUCTION

Gli3 is a member of the Hedgehog (Hh)-responsive Gli family of transcription factors, mammalian orthologues of the *Drosophila* Ci protein (Ramsbottom and Pownall, 2016). The Gli proteins bind DNA in a sequence-specific manner, but have evolved different functions and distinct temporal and tissue-specific expression patterns. Gli3 can be processed to be a repressor of transcription (Gli3R) in the absence of Hh signalling, or an activator (Gli3A) upon Hh signal transduction (Sasaki et al., 1999). During development it can function before the expression of *Hh* genes, independently of Hh. In many tissues, Gli3R limits Shh signalling, Gli3R and Shh have opposing functions, and Gli3 deficiency and Shh deficiency result in opposite phenotypes (Hager-Theodorides et al., 2005; Shah et al., 2004; Solanki et al., 2017; te Welscher et al., 2002; Wang et al., 2000).

During αβ T-cell development in the thymus, CD4^−^ CD8^−^ double-negative (DN) cells differentiate to CD4^+^ CD8^+^ double-positive (DP) cells, which give rise to both CD4 single-positive (SP4) and CD8 single-positive (SP8) populations. Gli3 is expressed in adult and fetal thymic epithelial cells (TECs) and fetal but not adult thymocytes, and Gli3 promotes pre-T-cell receptor (TCR)-induced differentiation from DN to DP cell, and negative selection of the TCR repertoire (Barbarulo et al., 2016; Hager-Theodorides et al., 2005, 2009; Saldaña et al., 2016). Here, we investigate Gli3 function during αβ T-cell development in the embryonic thymus at the transition from the DP to SP cell.

Maturation from DP to SP follows successful rearrangement of the *Tcra* locus, and requires TCR signalling: positive selection results in appropriate MHC restriction of SP cells, followed by negative selection of potentially self-reactive clones (Klein et al., 2014; Starr et al., 2003). Many models have been proposed to describe how DP thymocytes commit to the SP4 and SP8 lineages, and how positive selection ensures that selected SP4 and SP8 populations express TCR appropriately restricted by MHCII and MHCI, respectively (Carpenter and Bosselut, 2010; Starr et al., 2003). The strength and duration of the TCR signal that a developing cell receives broadly determine its fate, with the strongest signals leading to negative selection, usually at the SP stage in the medulla (of TCR recognising self antigens), intermediate signals leading to positive selection, and weaker signals or lack of TCR signalling leading to cell death by neglect (Singer et al., 2008). For DP thymocytes undergoing positive selection, again TCR signal strength and duration influence SP4 and SP8 lineage choice. Those cells receiving stronger longer TCR signals tend towards the SP4 fate, weaker/more transient signals favour differentiation to SP8 SP, and additionally SP4/SP8 fate decisions may be influenced by the relative timing of cytokine signalling and TCR signalling that a developing cell receives (Bosselut, 2004; Klein et al., 2014; Starr et al., 2003). TCR signal strength and duration are dependent on avidity of the TCR for its ligand (and therefore on the TCR sequence), and may also be affected by other intracellular or extracellular influences on TCR signal transduction, in addition to cytokines. Thus, local thymic stromal factors, including Notch and morphogen signalling, may also influence SP lineage choice and selection (Brugnera et al., 2000; Crompton et al., 2007; Laky and Fowlkes, 2008; Park et al., 2010; Takahama, 2006). Several lineage-specific transcription factors are required for the SP4/SP8 lineage decision, including ThPok (Zbtb7b), Gata3, Runx1, Runx3 and Mazr (Carpenter and Bosselut, 2010; Naito et al., 2011). The ways in which the transcriptional regulation of lineage commitment and differentiation relate to extracellular signalling molecules and TCR signal transduction require further study.

In the thymus, Shh is expressed by TECs in the medulla and corticomedullary junction, and is required for normal medullary TEC development and maturation (El Andaloussi et al., 2006; Outram et al., 2000; Sacedón et al., 2003; Saldaña et al., 2016). TECs provide MHCpeptide ligands for developing thymocytes and are required for both positive and negative selection of the TCR repertoire (Klein et al., 2014).

Gli3R can suppress Hh pathway activation by at least two mechanisms. First, it can repress the expression of *Hh* genes in the Hh-secreting cell, hence reducing the overall Hh protein concentration in a tissue. Second, expression of Gli3 in the signal-receiving cell will be processed to Gli3R in the absence of Hh proteins, which will transcriptionally repress Hh target genes.

In the thymus stroma, Gli3 has both Hh-independent and Hh-dependent functions, and Gli3 deficiency leads to Hh-dependent upregulation of the Hh target gene *Gli1* (Hager-Theodorides et al., 2009). In the fetal thymus, Gli3 deficiency leads to reduced pre-TCR-induced differentiation from DN to DP, whereas Shh deficiency leads to the opposite phenotype (Hager-Theodorides et al., 2005; Rowbotham et al., 2009). Later in T-cell development, *Gli3* mutation reduces negative selection and influences the transcriptome of fetal thymus stromal cells (Hager-Theodorides et al., 2009). Stromally expressed genes influenced by *Gli3* mutation include Hedgehog-interacting protein (*Hhip*), *Rbp1*, *Cxcl9* and *Nos2*. This suggested that Gli3 might influence negative selection through regulation of *Nos2* (Hager-Theodorides et al., 2009).

Here we show that Gli3 expressed in TECs promotes positive selection and maturation from DP to SP T-cell by suppression of *Shh* expression in TECs, and that Shh signals directly to developing T-cells to modulate TCR-mediated signalling and transcription.

## RESULTS

### Impaired development of mature SP4 T-cells in the *Gli3* mutant thymus

Gli3 deficiency is embryonic lethal, so to investigate whether Gli3 is required for differentiation of thymocytes from the DP to SP stage, we cultured wild-type (WT) and *Gli3* mutant E17.5 mouse fetal thymus organ culture (FTOC) for 4 days and assessed changes in developmentally regulated cell-surface markers. This culture period enabled us to measure the rate of differentiation of the mature SP populations, as they are first produced. We observed a significant gene dose-dependent decrease in the proportion of SP4 cells and in the SP4:SP8 ratio in the *Gli3* mutant FTOC compared with WT (Fig. 1A,B). The SP4 population was TCRβ^+^ and TCRγδ^−^ in both WT and *Gli3* mutant thymus (Fig. S1), consistent with normal divergence of the γδ lineage at the DN stage in the *Gli3*^−/−^ thymus (Vantourout and Hayday, 2013). The proportion of CD4^−^ CD8^+^ cells was significantly increased in *Gli3*^−/−^ compared with WT (Fig. 1A,B). This suggests that efficient differentiation from DP to SP4 cells required Gli3, and that Gli3 deficiency favoured lineage commitment to SP8 over SP4. However, the embryonic CD8^+^ CD4^−^ population also contains immature single positive (ISP) cells, so we gated on the CD3^hi^ population, and analysed the distribution of DP and SP thymocytes. We found no significant difference in the proportion of CD3^hi^ thymocytes between WT, *Gli3*^+/−^ and *Gli3*^−/−^ (Fig. 1C,D). Gating on CD3^hi^ cells confirmed the requirement for Gli3 for normal differentiation from CD3^hi^ DP to CD3^hi^ SP4 cell, as the proportion of CD3^hi^ DP cells was significantly increased and the proportion of CD3^hi^ SP4 cells was significantly decreased, whereas the proportion of the CD3^hi^ SP8 population was not significantly different between the three genotypes of embryo (Fig. 1E,F).

**Fig. 1.**
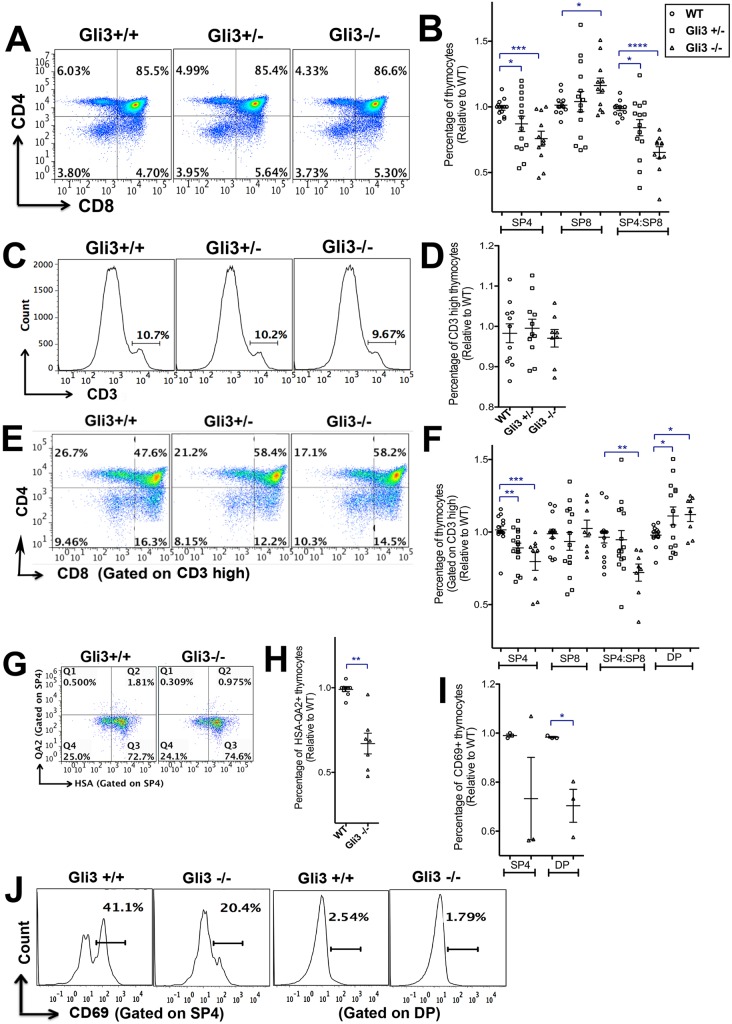
**T-cell development in *Gli3*^+/+^, *Gli3*^+/−^ and *Gli3*^−/−^ E17.5 plus 4 days in FTOC and E18.5 thymus.** Flow cytometry analysis. Scatter plots show mean±s.e.m. Each point represents thymus from an individual mouse embryo. (A-H) E17.5 FTOC for 4 days. *Gli3*^+/+^ (*n*=14), *Gli3*^+/−^ (*n*=14) and *Gli3*^−/−^ (*n*=11). (I,J) E18.5 *Gli3*^+/+^ (*n*=3) and *Gli3*^−/−^ (*n*=3) thymus. (A) CD8 against CD4. (B) Percentage of populations (relative to mean of WT) giving significance by Student's *t*-test compared with WT for SP4 (*Gli3*^+/−^, *P*<0.03; *Gli3*^−/−^, *P*<0.001), SP8 (*Gli3*^−/−^, *P*<0.03) and SP4:SP8 ratio (*Gli3*^+/−^, *P*<0.02; *Gli3*^−/−^, *P*<0.0006). (C) CD3 staining on *Gli3*^+/+^, *Gli3*^+/−^ and *Gli3*^−/−^ thymocytes, giving the percentage of CD3^hi^ cells. (D) Percentage of CD3^hi^ thymocytes in *Gli3*^+/+^, *Gli3*^+/−^ and *Gli3*^−/−^ (relative to mean of WT littermate). (E) CD8 against CD4, gated on CD3^hi^. (F) Percentage of populations gated on CD3^hi^, giving significance by Student's *t*-test compared with WT for CD3^hi^ SP4 (*Gli3*^+/−^, *P*<0.002; *Gli3*^−/−^, *P*<0.0004), CD3^hi^ SP4:SP8 ratio (*Gli3*^−/−^, *P*<0.002) and CD3^hi^ DP (*Gli3*^+/−^, *P*<0.05; *Gli3*^−/−^, *P*<0.02). (G) HSA against Qa2 expression, gated on SP4 cells from *Gli3*^+/+^ and *Gli3*^−/−^. (H) Relative percentage of HSA^−^ Qa2^+^ cells in the SP4 population, giving significance by Student's *t*-test compared with WT (*P*<0.002). (I) Percentage of CD69^+^ cells in SP4 and DP populations, giving significance by Student's *t*-test for SP4 (*P*<0.07) and DP (*P*<0.05). (J) CD69 expression on SP4 and DP cells in a representative experiment.

In order to dissect further the stages of maturity affected by Gli3, we stained thymocytes for the surface markers CD69, HSA (CD24) and Qa2. DP thymocytes express high levels of HSA and then acquire CD69 expression as a result of TCR signalling for positive selection (Ge and Chen, 1999). Newly positively selected SP thymocytes also express high levels of HSA and CD69, and as they mature they downregulate HSA and CD69 and gain expression of Qa2 (Ge and Chen, 1999; Weinreich and Hogquist, 2008).

The proportion of mature HSA^−^ Qa2^+^ cells in the SP4 population, although low in both genotypes, was significantly decreased in *Gli3*^−/−^ compared with WT (Fig. 1G,H). CD69 expression was significantly decreased on DP thymocytes in the *Gli3*^−/−^ thymus compared with WT (Fig. 1I,J), indicating that fewer DP cells were undergoing positive selection, and consistent with the overall reduction in SP4 maturation. CD69 expression was also on average lower on the *Gli3*^−/−^ SP4 population than WT, and there was greater variation in expression levels in *Gli3*^−/−^ compared with WT, suggesting dysregulated maturation in the absence of Gli3.

Positive and negative selection and SP4/8 lineage commitment are determined by many factors, including transcriptional regulators of signal transduction and the TCR signal strength itself. A longer and stronger TCR signal promotes differentiation towards SP4, whereas a weaker signal favours SP8 (Bosselut, 2004). Since Gli3 deficiency suppressed lineage commitment towards SP4 cells and biased the SP4:SP8 ratio, we investigated whether the TCR signal strength was affected in the *Gli3* mutant FTOC by measuring cell-surface CD5 expression, which correlates with TCR and pre-TCR signal strength (Azzam et al., 2001, 1998). The mean fluorescence intensity (MFI) of CD5 on the DP, SP4 and SP8 cells was significantly decreased in the *Gli3*^−/−^ thymus compared with WT (Fig. 2A-C). This suggested that reduced TCR signal strength might be one factor responsible for the decreased commitment to SP4 in the *Gli3* mutant.

**Fig. 2.**
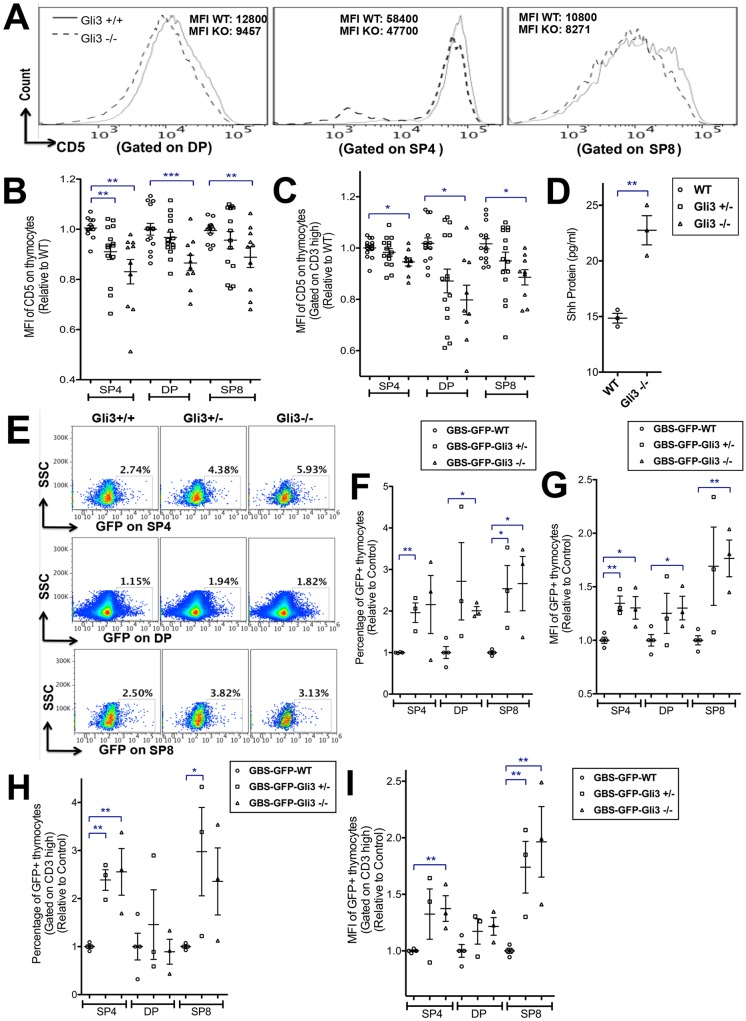
**Expression of CD5 on thymocytes, ELISA for Shh in E17.5 thymus, and detection of Hh pathway activation in E17.5 WT and *Gli3* mutant thymocytes.** (A-C) Flow cytometry analysis of E17.5 FTOC +4 days, with scatter plots showing relative mean±s.e.m., where each point represents thymus from an individual embryo from *Gli3*^+/+^ (WT; *n*=14, circles), *Gli3*^+/−^ (*n*=14, squares), *Gli3*^−/−^ (*n*=11, triangles). (A) CD5 staining on DP, SP4 and SP8 populations, showing MFIs from a representative experiment. (B) MFI of CD5 on SP4, DP and SP8 populations, giving significance by Student's *t*-test compared with WT for SP4 (*Gli3*^+/−^, *P*<0.007; *Gli3*^−/−^, *P*<0.004), DP (*Gli3*^−/−^, *P*<0.001) and SP8 (*Gli3*^−/−^, *P*<0.004). (C) MFI of CD5, gated on CD3^hi^ on SP4, DP and SP8, giving significance by Student's *t*-test for CD3^hi^ SP4 (*Gli3*^−/−^, *P*<0.03), CD3^hi^ DP (*Gli3*^−/−^, *P*<0.04) and CD3^hi^ SP8 (*Gli3*^−/−^, *P*<0.04). (D) Shh protein measured by ELISA in *Gli3*^+/+^ (*n*=3) and *Gli3*^−/−^ (*n*=3) E17.5 thymus (*P*<0.003). (E-I) Flow cytometry analysis of GFP expression in SP4, DP and SP8 populations from GBS-GFP-tg E17.5 FTOC +4 days from *Gli3*^+/+^ (*n*=3), *Gli3*^+/−^ (*n*=4) and *Gli3*^−/−^ (*n*=3) littermates. Scatter plots show relative mean± s.e.m., where each point represents thymus from a different embryo. (E) SSC versus GFP, gated on SP4 (top row), DP (middle row) and SP8 (bottom row) cells from *Gli3*^+/+^ (left), *Gli3*^+/−^ (middle) and *Gli3*^−/−^ (right) littermates, with percentage in region shown. (F) Percentage GFP^+^, giving significance by Student's *t*-test compared with WT for SP4 (*Gli3*^+/−^, *P*<0.004), DP (*Gli3*^−/−^, *P*<0.003) and SP8 (*Gli3*^+/−^, *P*<0.02; *Gli3*^−/−^, *P*<0.02). (G) MFI of GFP, giving significance by Student's *t*-test compared with WT for SP4 (*Gli3*^+/−^, *P*<0.003; *Gli3*^−/−^, *P*<0.02), DP (*Gli3*^−/−^, *P*<0.04) and SP8 (*Gli3*^−/−^, *P*<0.004). (H) Percentage of GFP^+^ cells, gated on CD3^hi^, giving significance by Student's *t*-test compared with WT for CD3^hi^ SP4 (*Gli3*^+/−^, *P*<0.006; *Gli3*^−/−^, *P*<0.01) and CD3^hi^ SP8 (*Gli3*^+/−^, *P*<0.05). (I) MFI of GFP, gated on CD3^hi^, giving significance by Student's *t*-test compared with WT for SP4 (*Gli3*^−/−^, *P*<0.01) and SP8 (*Gli3*^+/−^, *P*<0.01; *Gli3*^−/−^, *P*<0.01).

### Increased Shh signalling in *Gli3* mutant thymocytes

The *Gli3* mutant fetal thymus has increased expression of the Hh target gene *Gli1* in stroma (Hager-Theodorides et al., 2009), indicating that, overall, Gli3 acts as a repressor of Hh pathway activation in the stroma. Since Gli3 can repress *Shh* expression by repression of an intermediate transcriptional activator of *Shh* in other tissues (te Welscher et al., 2002), and Shh is the key Hh ligand expressed by TECs (Outram et al., 2000; Rowbotham et al., 2007; Saldaña et al., 2016; Shah et al., 2004), we tested whether more Shh protein was present in the Gli3-deficient fetal thymus compared with WT by ELISA. Shh protein was significantly increased in *Gli3*^−/−^ compared with WT (Fig. 2D).

To test if Shh was signalling directly to developing T-cells, we used Gli binding site (GBS)-GFP transgenic (tg) reporter mice to measure active Hh-dependent transcription in DP, SP4 and SP8 populations in the *Gli3* mutants (Fig. 2E-I). The GBS-GFP-tg express GFP when activator forms of Gli proteins bind to the GBS transgene (Balaskas et al., 2012). We observed significant increases in GFP expression in DP, SP4 and SP8/ISP populations in GBS-GFP-tg *Gli3* mutants compared with GBS-GFP-tg *Gli3*^+/+^ (Fig. 2E,F). The MFI of GFP on the SP4, DP and SP8 populations was significantly higher in *Gli3*^−/−^ than in *Gli3*^+/+^ (Fig. 2G). Gating on CD3^hi^ thymocytes, the proportion of GFP^+^ mature CD3^hi^ SP4 cells was significantly higher in the *Gli3* mutants compared with *Gli3*^+/+^, and the MFI of CD3^hi^ SP4 and CD3^hi^ SP8 cells was also significantly increased (Fig. 2H,I). This increase in GFP expression showed that Hh pathway activation is increased in thymocytes in *Gli3*^−/−^ and therefore suggests that the increased Shh protein level is signalling directly to developing T-cells in the *Gli3* mutant thymus.

### Attenuation of Hh signalling in *Gli3*^−/−^ thymus reverses the decrease in the SP4 population

Since the Gli3-deficient thymus has increased Hh signalling, loss of Gli3 in the thymus could cause changes that are directly dependent on the increase in the Hh signal or, alternatively, that are dependent on Gli3 but independent of the increase in Hh pathway activation. To investigate whether the differences in the *Gli3*^−/−^ thymus were directly due to increased Hh signalling, we attenuated Hh signalling by treatment with recombinant (r) Hhip to neutralise endogenous Hh proteins in FTOC. As expected, rHhip-treated WT FTOC had a higher proportion of SP4 and SP8 cells but a decreased percentage of DP cells than untreated controls (Fig. 3A,B) (Lau et al., 2017). rHhip-treated *Gli3*^−/−^ FTOC had a significantly higher proportion of SP4 cells (Fig. 3A,B). The mature CD3^hi^ SP4 and CD3^hi^ SP8 populations were significantly increased and the CD3^hi^ DP population decreased in the rHhip-treated WT FTOC relative to their controls, whereas in the rHhip-treated *Gli3*^−/−^ FTOC, although the mean proportional change in both the CD3^hi^ SP4 and CD3^hi^ SP8 populations was greater than in the WT, only the increase in the CD3^hi^ SP4 was significant, and variability was greater (Fig. 3C,D). This increased variability in response to Hh neutralisation in the *Gli3*^−/−^ compared with WT suggested that Gli3 might be required for normal interpretation of changes in the Hh signal.

**Fig. 3.**
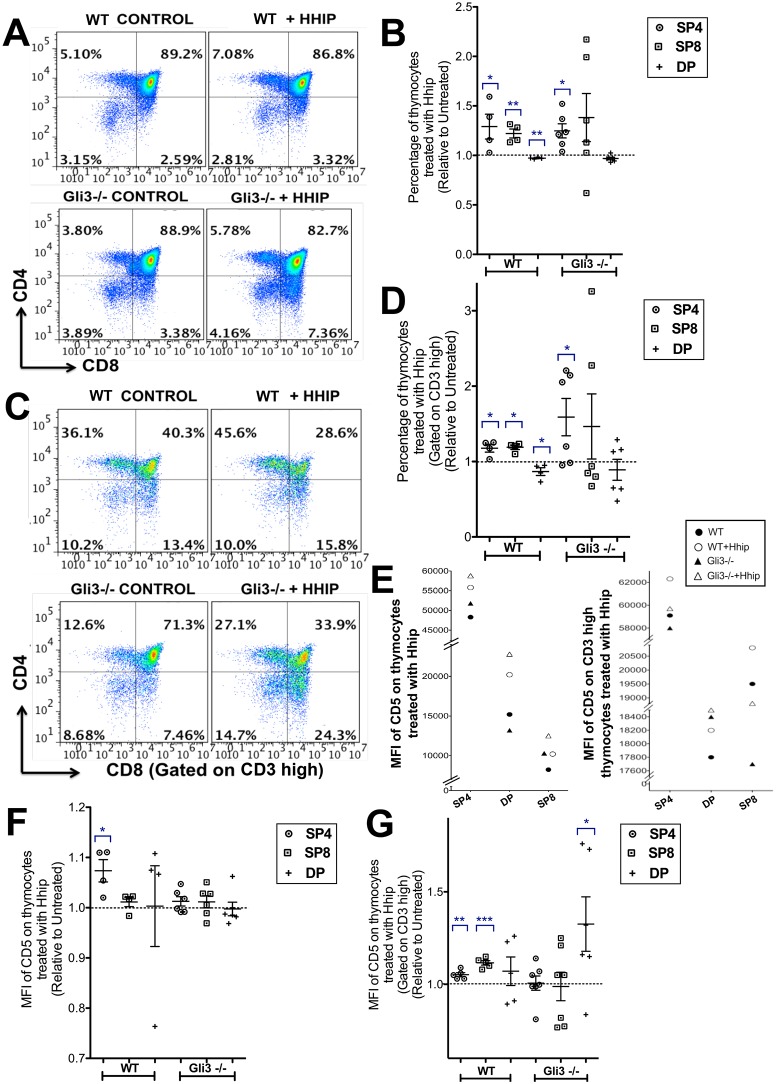
**Attenuation of Hh signalling by rHhip treatment of WT and *Gli3*^−/−^ FTOCs.** (A-G) WT (*n*=4) and *Gli3*^−/−^ (*n*=6) E17.5 FTOCs were treated with rHhip or left untreated (control) for 4 days, and analysed by flow cytometry. (B,D,F,G) Scatter plots show relative mean±s.e.m., where each point represents the percentage of SP4 (circles), SP8 (squares) and DP (crosses) populations of one rHhip-treated lobe from an individual thymus, divided by the percentage of that population from the untreated lobe from the same thymus. (A,C) Dot plots of (A) CD8 versus CD4 and (C) CD8 versus CD4 gated on CD3^hi^. (B,D) Percentage of rHhip-treated populations, giving significance by Student's *t*-test compared with untreated control for (B) SP4 (WT, *P*<0.05; *Gli3*^−/−^, *P*<0.03), SP8 (WT, *P*<0.002), DP (WT, *P*<0.006); and for (D) CD3^hi^ SP4 (WT, *P*<0.04; *Gli3*^−/−^, *P*<0.05), CD3^hi^ SP8 (WT, *P*<0.05), CD3^hi^ DP (WT, *P*<0.05). (E) Scatter plots of (left) MFI of CD5 on SP4, DP and SP8 cells and (right) in the same populations gated on CD3^hi^ from a representative experiment. (F) MFI of CD5 in Hhip-treated FTOC on SP4, SP8 and DP showing significance by Student's *t*-test compared with untreated control for SP4 (WT, *P*<0.05); and in (G) MFI of CD5 showing significance by Student's *t*-test compared with untreated control on CD3^hi^ SP4 (WT, *P*<0.002), CD3^hi^ SP8 (WT, *P*<0.0001) and CD3^hi^ DP (*Gli3*^−/−^, *P*<0.05).

Neutralisation of Hh proteins also increased cell-surface CD5 expression in WT FTOC (Fig. 3E-G). As expected, the highest cell-surface CD5 expression was observed in the SP4 population in all cultures, and gating on CD3^hi^ cells showed that the CD3^hi^ DP populations expressed lower levels of cell-surface CD5 than the WT CD3^hi^ SP4 and CD3^hi^ SP8 populations (Fig. 3E). Interestingly, rHhip treatment significantly increased the MFI of CD5 on the CD3^hi^ DP population in the *Gli3*^−/−^ FTOC, whereas in WT FTOC MFI of CD3^hi^ SP4 and CD3^hi^ SP8 populations was significantly increased (Fig. 3E-G).

These experiments suggest that the decrease in SP4 differentiation in the *Gli3*^−/−^ FTOC at this developmental transition is a direct result of the increase in Shh, but that Gli3 might also be required to respond to changes in the Shh signal. Consistent with this, previous studies showed that Shh treatment of WT FTOC decreases the SP4 population, the SP4:SP8 ratio and cell-surface CD5 expression, and that in mature T-cells constitutive activation of Gli2-mediated transcription reduces TCR signal transduction (Furmanski et al., 2015, 2012; Rowbotham et al., 2007). By contrast, constitutive loss of Shh, Gli1 or Gli2 from fetal thymus increases differentiation from the DP to SP stage (Drakopoulou et al., 2010; Rowbotham et al., 2007).

### Gli3 expression in TECs plays a key role in T-cell development

We next tested if the changes in thymocyte selection and maturation were the result of the activity of Gli3 expressed in TECs, rather than of cell-intrinsic Gli3 activity in developing thymocytes. We compared fetal thymocyte development in conditional knockouts, in which *Gli3* is conditionally deleted from TECs (*Gli3*^fl/fl^ *FoxN1Cre*^+^), and in which *Gli3* is specifically deleted from all haematopoietic cells including all thymocytes (*Gli3*^fl/fl^ *VavCre*^+^). Interestingly, most of the changes observed in the Gli3-deficient thymus were due to loss of Gli3 expression from TECs.

We first analysed thymocyte development at E17.5, the day on which mature SP4 cells first arise. Conditional deletion of thymocyte-intrinsic *Gli3* in fresh E17.5 *Gli3*^fl/fl^ *VavCre*^+^ thymus did not result in significant changes in the proportion of thymocyte populations or in cell-surface CD5 expression compared with littermate control thymus (Fig. 4A-D). By contrast, conditional deletion of *Gli3* from TECs in *Gli3*^fl/fl^ *FoxN1Cre*^+^ embryos resulted in a significant decrease in the differentiation of SP4 cells (Fig. 4E,F). On E17.5, in addition to a significant reduction in the emerging SP4 population, we observed a significant decrease in the DP population, and a concomitant increase in the DN population, as previously described in the constitutive *Gli3*^−/−^ thymus (Hager-Theodorides et al., 2005) (Fig. 4E,F). Cell-surface CD5 expression was significantly lower on the DP and DN cells in *Cre*^+^ than in the control, indicating lower pre-TCR and/or TCR signal strength (Fig. 4G,H) (Azzam et al., 1998; Rowbotham et al., 2009; Sahni et al., 2015).

**Fig. 4.**
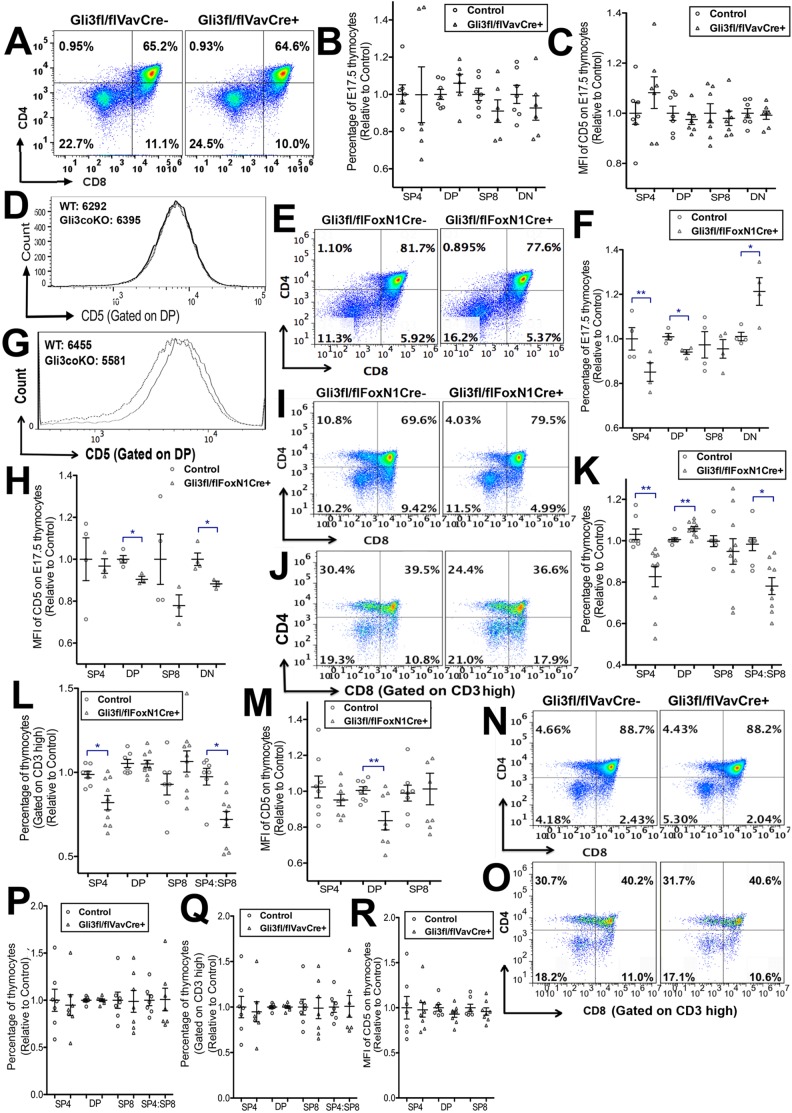
**Gli3 expression in TECs and not thymocyte-intrinsic Gli3 expression is required for SP4 development.** (A-D) Flow cytometry of fresh E17.5 *Gli3*^fl/fl^ *VavCre*^−^ control (*n*=7) and *Gli3*^fl/fl^ *VavCre*^+^ (*n*=6) thymus. Scatter plots show relative mean±s.e.m., where each point represents thymus from a different embryo for control littermate and *Gli3*^fl/fl^ *VavCre*^+^. (A) CD4 and CD8 expression. (B) Relative percentage of thymocyte subsets. (C) Relative MFI of anti-CD5 staining on thymocyte subsets. (D) Representative histogram showing anti-CD5 staining on the DP population in control (solid line) and *Gli3*^fl/fl^ *VavCre*^+^ (dotted line), showing MFIs. No significant differences were found between control and *Cre*^+^ thymi. (E-H) Flow cytometry of fresh E17.5 thymus from *Gli3*^fl/fl^ *FoxN1Cre*^−^ (control, *n*=4) and *Gli3*^fl/fl^ *FoxN1Cre*^+^ (*n*=4) littermates. Scatter plots show relative mean±s.e.m., where each point represents thymus from a different embryo for control and *Gli3*^fl/fl^ *FoxN1Cre*^+^. (E) CD8 against CD4. (F) Relative mean percentage of SP4, DP, SP8 and DN populations, giving significance by Student's *t*-test compared with control littermate for SP4 (*P*<0.01), DP (*P*<0.05) and DN (*P*<0.04). (G) Representative histogram shows CD5 staining on DP thymocytes from control (*Cre*^−^, solid line) and *Cre*^+^ (dotted line). MFI of CD5 fluorescence is given. (H) Relative mean MFI of CD5 on SP4, DP, SP8 and DN populations. Differences are significant between *Cre*^+^ and control for DP (*P*<0.03) and DN (*P*<0.05). (I-M) Flow cytometry analysis of E17.5 FTOC +4 days from *Gli3*^fl/fl^ *FoxN1Cre*^−^ (*n*=8) and *Gli3*^fl/fl^ *FoxN1Cre*^+^ (*n*=10) littermates. Scatter plots show relative mean±s.e.m., where each point represents thymus from a different embryo for control FTOC and *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC. (I) CD8 against CD4. (J) CD8 against CD4, gated on CD3^hi^. (K) Relative percentage of SP4, DP and SP8 populations and SP4:SP8 ratio, with significance by Student's *t*-test compared with *Cre*^−^ littermate for SP4 (*P*<0.02), DP (*P*<0.007) and SP4:SP8 ratio (*P*<0.05). (L) Relative percentage of thymocyte populations and CD4:CD8 ratio, gated on CD3^hi^, with significance compared with *Cre*^−^ littermate, for CD3^hi^ SP4 (*P*<0.05) and CD3^hi^ SP4:SP8 ratio (*P*<0.04). (M) Relative MFI of CD5 on thymocyte populations, with significance compared with *Cre*^−^ for DP (*P*<0.007). (N,O) Flow cytometry of E17.5 FTOC +4 days from control *Gli3*^fl/fl^ *VavCre*^−^ (*n*=7) and *Gli3*^fl/fl^ *VavCre*^+^ (*n*=6) littermates. No significant differences were found between *Cre*^−^ and *Cre*^+^. (N) CD4 against CD8. (O) CD4 against CD8, gated on CD3^hi^. (P) Relative percentage of SP4, DP and SP8 populations and SP4:SP8 ratio. (Q) Gated on CD3^hi^, relative percentage of SP4, DP and SP8 populations and SP4:SP8 ratio. (R) MFI of CD5, gated on thymocyte populations.

We then cultured E17.5 *Gli3*^fl/fl^ *FoxN1Cre*^+^ and *Gli3*^fl/fl^ *FoxN1Cre*^−^ FTOCs for 4 days to investigate the rate of differentiation at the transition from DP to SP4 cells (Fig. 4I-M). Conditional deletion of *Gli3* from TECs resulted in a significant decrease in the proportion of SP4 cells and in the SP4:SP8 ratio, while the proportion of DP cells significantly increased compared with the *Cre*^−^ littermate control (Fig. 4I,K). Gating on CD3^hi^ cells, we observed a significant decrease in the SP4 population and in the SP4:SP8 ratio (Fig. 4J,L). Cell-surface CD5 expression was significantly decreased in the DP population from *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC compared with *Cre*^−^ littermates (Fig. 4M). By contrast, FTOC from *Gli3*^fl/fl^ *VavCre*^+^ showed no differences in the rate of differentiation, distribution of thymocyte subsets, or cell-surface CD5 expression compared with control, confirming the importance of Gli3 expression in TECs, rather than in the hematopoietic compartment of the thymus, for the normal regulation of thymocyte differentiation (Fig. 4N-R).

Since constitutive loss of Gli3 led to Hh-dependent changes in thymocyte differentiation and maturation, we tested whether the changes that resulted from conditional deletion of *Gli3* specifically from TECs were also Hh dependent. We treated the *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC with rHhip and observed a significant increase in the SP4 population and a significant decrease in the DN population compared with untreated FTOC (Fig. 5A,B). Gating on CD3^hi^ cells also showed that the rHhip-treated *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC had an increased proportion of CD3^hi^ DP cells compared with untreated controls (Fig. 5C,D). The MFI of CD5 on SP4 and DP cells in the rHhip-treated *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC was significantly increased compared with the untreated control (Fig. 5E,F). This was in contrast to the effect of rHhip treatment on constitutive *Gli3*^−/−^ FTOC, in which, although rHhip treatment increased the proportion of SP4 cells, it only increased the MFI of anti-CD5 staining in the CD3^hi^ DP population (Fig. 3G). As thymocytes in the *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC express Gli3, whereas those in the *Gli3*^−/−^ FTOC do not, this difference suggests that Gli3 activity in developing fetal thymocytes is also required for interpretation of the change in the Shh signal, when the high Shh signal caused by Gli3 deficiency is neutralised by rHhip treatment.

**Fig. 5.**
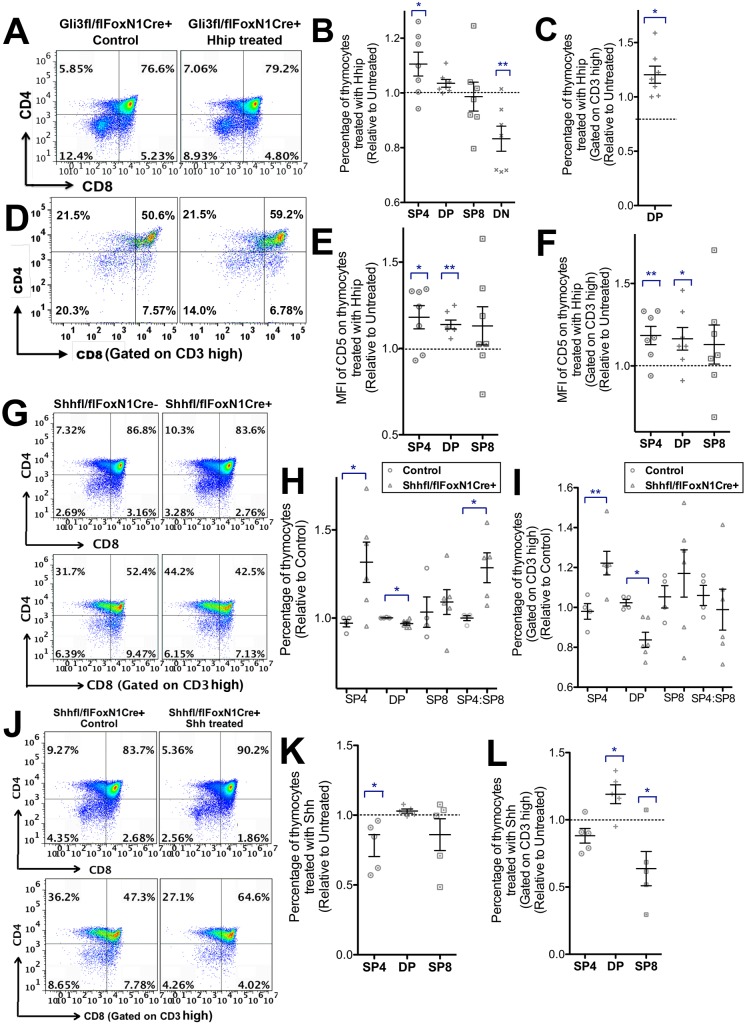
**Neutralisation of Hh in *Gli3*^fl/fl^*FoxN1Cre*^+^ FTOC and conditional deletion of *Shh* from TECs increase SP4 differentiation.** (A-L) Flow cytometry analysis with scatter plots showing relative mean±s.e.m., where each point represents thymus from a different embryo. (A-E) E17.5 *Gli3*^fl/fl^ *FoxN1Cre*^+^ FTOC treated with rHhip for 4 days (*n*=7) compared with the untreated lobe (control) from the same thymus (*n*=7). (A) CD8 against CD4. (B) Percentage of thymocyte populations, showing significance by Student's *t*-test for rHhip treated versus control untreated for SP4 (*P*<0.02) and DN (*P*<0.006). (C) The percentage of DP thymocytes, gated on CD3^hi^. The difference in percentage of CD3^hi^ DP cells between rHhip treated and control was statistically significant by Student's *t*-test (*P*<0.02). (D) CD8 versus CD4, gated on CD3^hi^. (E) MFI of CD5 on rHhip-treated FTOC showing significance by Student's *t*-test versus control untreated FTOC for SP4 (*P*<0.02) and DP (*P*<0.007). (F) Gated on CD3^hi^, MFI of CD5 on rHhip treated showing significance by Student's *t*-test versus control untreated FTOC for CD3^hi^ SP4 (*P*<0.01) and CD3^hi^ DP (*P*<0.02). (G-I) Flow cytometry of E17.5 FTOC +4 days from *Shh*^fl/fl^ *FoxN1Cre*^−^ (*n*=4, control) and *Shh*^fl/fl^ *FoxN1Cre*^+^ (*n*=6) littermates. Scatter plots show relative mean±s.e.m., where each point represents thymus from a different embryo. (H) Percentage of thymocyte populations and SP4:SP8 ratio, in control and *Shh*^fl/fl^ *FoxN1Cre*^+^, giving significance by Student's *t*-test compared with *Cre*^−^ for SP4 (*P*<0.02), DP (*P*<0.04) and SP4:SP8 ratio (*P*<0.05). (I) Percentage of thymocyte populations and SP4:SP8 ratio gated on CD3^hi^, in control and *Shh*^fl/fl^ *FoxN1Cre*^+^, giving significance by Student's *t*-test compared with *Cre*^−^ for CD3^hi^ SP4 (*P*<0.003) and CD3^hi^ DP (*P*<0.002). (J-L) E17.5 *Shh*^fl/fl^ *FoxN1Cre*^+^ FTOC treated with 1 μg/ml rShh for 4 days compared with control untreated *Shh*^fl/fl^ *FoxN1Cre*^+^ FTOC thymus lobe from the same thymus (*n*=5). (J) CD8 against CD4 staining (top); CD8 against CD4 staining, gated on CD3^hi^ (bottom). (K) Percentage of thymocyte population, divided by the percentage from the control untreated cultured lobe from the same thymus, giving significance compared with untreated for SP4 (*P*<0.04). (L) Percentage of thymocyte population, gated on CD3^hi^, divided by the percentage from the control untreated cultured lobe from the same thymus, giving significance compared with untreated control for CD3^hi^ DP (*P*<0.02) and CD3^hi^ SP8 (*P*<0.03).

Conditional deletion of *Shh* from TECs (*Shh*^fl/fl^ *FoxN1Cre*^+^) led to the opposite phenotype to conditional deletion of *Gli3* from TECs (Fig. 5G-L). There was a significant increase in the proportion of SP4 cells and in the SP4:SP8 ratio, but a significant decrease in the DP population compared with *Cre*^−^ control FTOC (Fig. 5G,H). The proportion of mature CD3^hi^ SP4 cells was also significantly higher, whereas the proportion of CD3^hi^ DP cells was significantly lower, in *Shh*^fl/fl^ *FoxN1Cre*^+^ FTOC compared with *Cre*^−^ controls (Fig. 5G,I). Treatment of *Shh*^fl/fl^ *FoxN1Cre*^+^ FTOC with rShh reversed this effect and significantly reduced differentiation to SP4 and CD3^hi^ SP8 but increased the proportion of CD3^hi^ DP cells (Fig. 5J-L).

### Transcriptional mechanisms at the DP to SP transition in the Gli3-deficient thymus

In order to understand the transcriptional mechanisms by which Gli3 regulates the DP to SP4 transition and thymic selection, we performed microarrays on FACS-sorted CD69^−^ DP, CD69^+^ DP and SP4 thymocytes from E18.5 WT and *Gli3* mutant thymus (Fig. 6A-C, Fig. S2; GEO accession GSE87499). 

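Thymocytes of 3 genotypes (WT, *Gli3*+/- and *Gli3*-/-) were sorted into 3 populations, with 2 arrays for each of the 9 groups, 18 arrays in all. CD69- DP cells have not yet received the TCR signal for positive selection, CD69+ DP cells have, and SP4 cells have reached the CD4 lineage, so the arrays follow the same step of maturation in each genotype. RNA was measured on Affymetrix GeneChip Mouse Gene 2.0ST arrays, and the authors normalised the arrays together with oligo and deposited linear intensities, whose medians lay between 59.3 and 65.8 on the 18 arrays. Here log2 was taken, rows with a single gene symbol were kept for the tests of genes, and the 9 groups were fitted together, so that precision is limited by the 2 arrays of each group. In WT, 151 genes changed between CD69- DP and CD69+ DP cells (106 higher and 45 lower in CD69+ DP), among them the activation marker *Cd69* (log2 +2.68, adjusted p = 0.0137). A further step, from CD69+ DP to SP4 cells, changed 137 genes (97 higher and 40 lower in SP4). With the replicate number as a block in the limma fit these counts were 829 (328 higher, 501 lower) and 699 (503 higher, 196 lower). Of 35 gene lists fixed before the data were examined, 16 passed the camera test at the first step (8 with an estimated correlation) and 13 at the second (0 with an estimated correlation). The correlation was estimated without the block, so it holds any shift shared by arrays of a replicate number, which can raise it. A list that did not pass with it was not shown to be unchanged. Proliferation genes fell at the first step (mean log2 −1.21, 31 of 31 lower, adjusted p = 6.20e-21; adjusted p = 0.191 with an estimated correlation) and mature SP genes rose (mean log2 +0.83, adjusted p = 0.0399 with an estimated correlation). At the second step DP stage genes fell (mean log2 −0.53, adjusted p = 8.21e-09; adjusted p = 0.177 with an estimated correlation), and neutrophil markers rose with them (mean log2 +0.91, adjusted p = 3.55e-05; adjusted p = 0.256 with an estimated correlation). *Gli3*, the transcription factor deleted in the mutant, was dim on every array, with a mean intensity of 31.5 and only 28.9% of the rows of the array dimmer still. Its intensity in CD69- DP cells (replicate 1, replicate 2) was 29.4 and 32.0 in WT, 32.9 and 32.3 in *Gli3*+/-, and 30.6 and 32.7 in *Gli3*-/-. In CD69+ DP cells the values were 37.1 and 32.6 in WT, 30.8 and 32.2 in *Gli3*+/-, and 29.2 and 27.9 in *Gli3*-/-. In SP4 cells they were 32.4 and 34.6 in WT, 27.6 and 34.0 in *Gli3*+/-, and 31.5 and 29.0 in *Gli3*-/-. Where the *Gli3* probes lie relative to the deleted part of the gene is not given in the sources used here, so these levels check nothing about the genotype. Values below are normalised microarray transcript expression (intensity), as mean ± SD of the 2 arrays of a group, and log2 changes are *Gli3*-/- minus WT.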

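Y-linked genes were almost the only ones that changed between *Gli3*-/- and WT thymocytes. *Eif2s3y*, a Y-linked subunit of a translation initiation factor, had an intensity of 507 ± 267 in WT and 19.8 ± 3.75 in *Gli3*-/- CD69- DP cells (log2 −4.58, SE 0.41, adjusted p = 5.74e-04). It fell likewise in CD69+ DP cells (log2 −4.70, adjusted p = 4.18e-04) and in SP4 cells (log2 −4.43, adjusted p = 8.61e-04). *Kdm5d*, a Y-linked histone demethylase, fell in each population (log2 −4.01, −4.28 and −3.66 in CD69- DP, CD69+ DP and SP4 cells, adjusted p = 0.0219, 0.0103 and 0.0430). *Uty*, the Y-linked relative of *Kdm6a*, fell in CD69- DP cells (log2 −3.56, adjusted p = 0.0341). It was 224 and 20.5 in WT and *Gli3*-/- CD69+ DP cells (adjusted p = 0.0582) and 183 and 26.3 in SP4 cells (adjusted p = 0.263). *Xist*, the RNA that coats the inactive X chromosome of female cells, was higher on the *Gli3*-/- arrays by a log2 of +3.51, +3.61 and +3.67 in the 3 populations without passing the test, and against WT replicate 2 alone by +0.61, +0.67 and +0.62. *Eif2s3y* stayed high in *Gli3*+/- cells, with means of 389, 352 and 346. Embryo sex was thus not balanced between the arrays of the genotypes. It cannot be separated from *Gli3* genotype in any *Gli3*-/- against WT comparison given here, of genes or of lists. By moderated Ebayes t-statistic (limma), at an adjusted p under 0.05, 3 of 22180 genes changed in CD69- DP cells (0 higher, 3 lower), 2 in CD69+ DP cells (0 higher, 2 lower) and 3 in SP4 cells (1 higher, 2 lower). The higher gene was the predicted gene *Gm17552* (log2 +0.88, SE 0.12, adjusted p = 0.0431). With the replicate number as a block the counts were 3, 3 and 5, as *Uty* also passed in CD69+ DP and SP4 cells (adjusted p = 3.71e-04 and 0.00424). *Ly96*, a co-receptor of the lipopolysaccharide receptor, passed in SP4 cells in that fit too (WT 42.0 ± 1.60, *Gli3*-/- 105 ± 45.2, adjusted p = 0.00424). Without the sex-linked genes, an alternative chosen after the data were seen, 0, 0 and 0 genes passed limma (442, 643 and 1133 at an unadjusted p under 0.05). Leaving out any 1 array of the CD69- DP comparison left 1 gene past the test, as did leaving out either *Gli3*-/- array in CD69+ DP cells. In SP4 cells 6 genes passed without *Gli3*-/- replicate 1 and 1 without *Gli3*-/- replicate 2. Of the 4 genes in the sex-linked list the 3 Y-linked ones were lower and *Xist* was higher in each population (mean log2 −2.16, −2.19 and −1.79, adjusted p = 0.00281, 0.00466 and 0.0241 with an estimated correlation). Of the 35 gene lists 3, 6 and 8 passed the camera test in CD69- DP, CD69+ DP and SP4 cells, and 2, 1 and 1 with an estimated correlation. At an unadjusted p under 0.05 there were 446 genes in CD69- DP cells (280 higher, 166 lower), 646 in CD69+ DP cells (344 higher, 302 lower) and 1139 in SP4 cells (480 higher, 659 lower). By chance alone 1109 are reached, and the blocked fit gave 644, 1046 and 1590. The fit without a block leaves the difference between replicate numbers (2569 genes) in its residual spread, which can widen its SEs. Its counts of 446 and 646 therefore do not show that the genotypes differed less than by chance. SEs and adjusted p-values of single genes come from this unblocked fit, unless another setting is named. A gene that did not pass it was not shown to be unchanged. Fits that leave out 1 array had no block either. They set a lone array of 1 number against the 2 arrays of the other genotype, so the difference between numbers enters their values. The methods' t-test gave 894, 816 and 850 genes before adjustment and 0, 0 and 0 after it. Between *Gli3*+/- and WT 0 genes passed limma in each population (392, 550 and 914 at an unadjusted p under 0.05). With the replicate number as a block 1 passed in CD69- DP cells, the predicted gene *Gm13275* (log2 −1.21, adjusted p = 0.0476). Between *Gli3*-/- and *Gli3*+/- *Eif2s3y* was the only gene that passed in each population (log2 −4.26, −4.34 and −4.32), and the blocked fit passed 3 in each.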

We identified differentially expressed genes (DEGs) by Ebayes between *Gli3*^−/−^ and WT samples for each sorted population, and used principal component analysis (PCA) to investigate the datasets in an unbiased way (Fig. S2, Tables S1 and S2). 

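In each population the largest axis of variation held the 2 replicate numbers apart, and the genotypes separated on a smaller axis. PC1 accounted for 47.4% of the variance in CD69- DP cells, 39.1% in CD69+ DP cells and 37.0% in SP4 cells, and on it the replicate 1 arrays of all 3 genotypes lay on one side and the replicate 2 arrays on the other. The immediate early genes *Jun* and *Fos*, induced within minutes of stimulation or stress, were higher on the replicate 2 arrays (log2 +2.59 and +2.29). Of 22180 genes 2569 differed between the replicate numbers over all 9 groups (1677 higher and 892 lower in replicate 2). The axis on which *Gli3*-/- separated from WT was PC2 in CD69- DP cells, PC3 in CD69+ DP cells and PC2 in SP4 cells. The 2000 rows with the smallest p between *Gli3*-/- and WT reached an unadjusted p of 0.0981 in CD69- DP cells, 0.0779 in CD69+ DP cells and 0.0513 in SP4 cells. In the intersection 2, 2 and 1 rows had an adjusted p under 0.05. Lists of 2000 and 4000 rows drawn independently from the 41345 rows would share 193.5 rows. The p-values and the separating axis come from the same arrays, however, so the lists overlap without any genotype effect. In 20 simulated sets without one, the intersection held 445 to 1025 rows for CD69- DP cells (median 716), 454 to 1013 for CD69+ DP cells (median 757) and 592 to 1081 for SP4 cells (median 860). These sets had independent noise in each row and no shared difference between replicate numbers. Their ranges therefore show that such an overlap can arise, but need not hold for the real arrays.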

For each sorted population dataset, we intersected the 2000 most significant DEGs with the 4000 genes that contributed most to the principal component (PC) axis in which *Gli3*^−/−^ samples segregated from WT, in order to identify genes of interest.

**Fig. 6.**
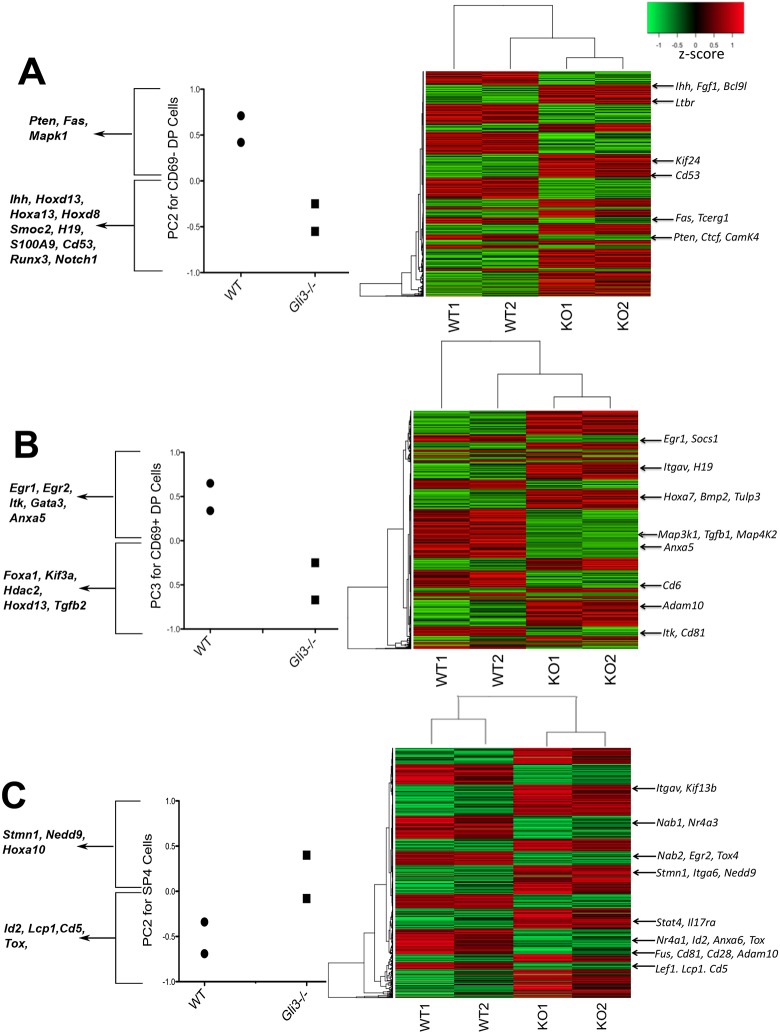
**Microarray datasets show transcriptional differences in Hh signalling genes and thymic selection genes between E18.5 WT and *Gli3* mutant sorted CD69^−^ DP, CD69^+^ DP and SP4 populations.** (A) (Left) PCA axis 2 (PC2) for WT and *Gli3*^−/−^ CD69^−^ DP, showing some genes that contributed to the negative (*Gli3*^−/−^) and positive (WT) PC2 axis. (Right) Heatmap of DEGs identified by intersection analysis between WT and *Gli3*^−/−^ CD69^−^ DP. (B) (Left) PC3 for WT and *Gli3*^−/−^ CD69^+^ DP, showing some genes that contributed to the negative (*Gli3*^−/−^) and positive (WT) axis. (Right) Heatmap of DEGs identified by intersection analysis between WT and *Gli3*^−/−^ CD69^+^ DP. (C) (Left) PC2 for WT and *Gli3*^−/−^ SP4, showing some genes that contributed to the negative (WT) and positive (*Gli3*^−/−^) axis. (Right) Heatmap of DEGs highlighted in intersection analysis between WT and *Gli3*^−/−^ SP4.

PCA on the CD69^−^ DP microarray data segregated the samples by genotype on PC2, which accounted for 19% of variability (Fig. 6A, Fig. S2A). 

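*Gli3*-/- and WT CD69- DP cells lay on opposite sides of PC2, which accounted for 15.1% of the variance of the 6 arrays, with *Gli3*+/- on the *Gli3*-/- side. The loadings (replicate 1, replicate 2) were −0.659 and −0.483 for WT, +0.164 and +0.32 for *Gli3*+/-, and +0.421 and +0.163 for *Gli3*-/-. Among the brighter named genes with the smallest p, *Uncx*, a homeobox gene of the somites and nervous system, was 58.3 and 82.5 (log2 +0.50) in WT and *Gli3*-/-, and *Tgm2*, a transglutaminase, 73.2 and 98.3 (log2 +0.42). Also higher were *Hilpda*, a lipid droplet protein induced by hypoxia, at 132 and 171 (log2 +0.38), and *Pdgfrb*, a growth factor receptor of mesenchymal cells, at 87.5 and 112 (log2 +0.36). The X-linked histone demethylase *Kdm6a* was 766 ± 8.75 and 1074 ± 39.8 (log2 +0.49), *Srcin1* 68.5 and 92.7 (log2 +0.44), *Col6a2*, a collagen chain, 65.5 and 82.9 (log2 +0.34), and *Scrn3* 123 and 157 (log2 +0.36). *Fam167b* and *Dip2c* were higher by log2 +0.49 and +0.44. On the lower side, *Bex2* was 278 and 163 (log2 −0.77), the histone gene *H4c9* 519 ± 154 and 203 ± 65.7 (log2 −1.36), the chromatin remodeller *Smarca5* 681 and 515 (log2 −0.41), and the Src family kinase *Fgr* 85.9 and 63.4 (log2 −0.44). *Rsph3a*, *Krt6b* and *Cep85l* differed by log2 −0.67, −0.39 and −0.49. None of these passed the limma test after adjustment, and SEs ran from 0.11 (*Col6a2*) to 0.37 (*H4c9*).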

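The canonical targets of Hh signalling did not move together between WT and *Gli3*-/- CD69- DP cells. The Hox genes were slightly higher in *Gli3*-/- as a list at the preset correlation, but not with an estimated one. Their call was also lost under several alternatives. *Gli1*, which is itself transcribed in response to Hh, differed by log2 +0.11 (SE 0.15), and *Ptch1*, the Hh receptor and a direct target, by log2 −0.02 (SE 0.20). Both genes were chosen after their values were seen. Of the 26 canonical Hh target genes 15 were higher and 11 lower in *Gli3*-/- (mean log2 +0.03, SE 0.05, adjusted p = 0.650). Their largest differences were in *Igfbp3*, an IGF-binding protein, at 50.5 and 66.3 (log2 +0.40) in WT and *Gli3*-/-, and in *Osr1* (log2 +0.23), *Snai1* (log2 +0.21) and *Rab34* (log2 −0.20). Adjusted over the list alone, 0 members passed. The 24 canonical targets that the paper does not name had a mean log2 of +0.02 (adjusted p = 0.683). Of 30 components of the Hh pathway, ligands, receptors and kinases among them, 14 were higher and 16 lower (mean log2 +0.01, adjusted p = 0.949). The kinase gene *Stk36* was 55.6 and 68.7 (log2 +0.31) and *Sufu*, a repressor of the pathway, 225 and 198 (log2 −0.18). The Hox genes, patterning factors of which several respond to Hh in the limb, rose as a list, with 28 of 36 higher (mean log2 +0.07, camera adjusted p = 0.0215; adjusted p = 0.718 with an estimated correlation). They were led by *Hoxd1*, at 39.4 and 50.2 (log2 +0.35) in WT and *Gli3*-/-, *Hoxc5* (log2 +0.32) and *Hoxc9* (log2 +0.31), all dim. The call was lost without WT replicate 1 (mean log2 +0.06, adjusted p = 0.219) or without *Gli3*-/- replicate 1 (+0.06, adjusted p = 0.279), under cyclic loess (adjusted p = 0.172) and quantile normalisation (0.177), without dim genes (0.544) and over all rows (0.106). Genes of other cells were measured beside them: thymic epithelial markers had a mean log2 of +0.05 (adjusted p = 0.704) and endothelial markers +0.06. Mesenchymal, erythroid, B cell and NK cell markers had means of −0.00, +0.04, +0.05 and +0.09, and none of these lists passed.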

Interestingly, genes that contributed to PC2, which were higher in the *Gli3*^−/−^ samples than in WT, included many Hh signalling and target genes, consistent with increased Hh signalling in *Gli3*^−/−^. These included *Hoxd13*, *Hoxa13*, *Hoxd8*, *Smoc2*, *H19*, *S100a9* and *Ihh* (Chan et al., 2014; Lu et al., 2015; Mandhan et al., 2006; Outram et al., 2009; Pazin and Albrecht, 2009). 

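Of the Hh genes named here, each measured one had a higher mean in *Gli3*-/- than in WT CD69- DP cells, by small amounts at low intensities. *Hoxd13*, *Hoxa13* and *Hoxd8*, limb and body axis patterning genes, were 31.5 ± 1.09 and 38.9 ± 4.33 (log2 +0.30), 37.5 ± 2.61 and 41.9 ± 3.14 (log2 +0.16) and 82.0 ± 10.4 and 87.5 ± 0.465 (log2 +0.10) in WT and *Gli3*-/-. *Smoc2*, a matricellular protein, was 33.5 ± 2.91 and 41.5 ± 12.6 (log2 +0.28), and *S100a9*, a calcium-binding protein of neutrophils, 31.0 ± 3.27 and 39.3 ± 4.55 (log2 +0.34). *Ihh*, one of the Hh ligands, was 103 ± 5.42 and 119.7 ± 10.1 (log2 +0.22). Their SEs ran from 0.13 (*Hoxd13*) to 0.53 (*S100a9*), and none passed the test. Both *Gli3*-/- arrays lay above both WT arrays for each of them except *Hoxd8* and *Smoc2*. The 8 measured genes that the paper names as Hh signalling or target genes in this population, *Fgf1* and *Kif24* included, rose as a list (mean log2 +0.23, SE 0.08, camera adjusted p = 5.95e-04; adjusted p = 0.0355 with an estimated correlation). This list was chosen by the study on these samples, so its direction is not independent evidence, and 0 of its genes passed with adjustment over the list alone. Its call was lost without WT replicate 1 (mean log2 +0.19, adjusted p = 0.0546) or without *Gli3*-/- replicate 1 (+0.15, adjusted p = 0.179). *H19*, an imprinted non-coding RNA, shares its row with *Mir675* and was not analysed as a gene. The shared row was 84.8 in WT and 104.8 in *Gli3*-/- (log2 +0.33, SE 0.49). Neutrophil markers, to which *S100a9* belongs, had a mean log2 of +0.06 (adjusted p = 0.650).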

*Runx3* and *Notch1*, which both promote SP8 differentiation over SP4, also contributed to PC2, with higher expression in *Gli3*^−/−^ than in WT (Bosselut, 2004; Fowlkes and Robey, 2002). 

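*Runx3*, the transcription factor that sets the CD8 lineage by silencing *Cd4*, was 55.9 ± 7.13 and 66.8 ± 0.465 (log2 +0.26) in WT and *Gli3*-/- CD69- DP cells (SE 0.16). *Notch1*, the receptor that drives early T-cell commitment, was 548 ± 5.71 and 612 ± 21.6 (log2 +0.16) (SE 0.35). The *Gli3*-/- arrays of both genes lay above both WT arrays, but neither gene passed the test. The lineage lists they belong to were balanced: of 16 SP8 lineage genes 9 were higher in *Gli3*-/- and 7 lower (mean log2 +0.04, adjusted p = 0.949). Of 11 Notch target genes 6 were higher and 5 lower (mean log2 +0.03), with *Il2ra*, the high-affinity interleukin 2 receptor chain, at 284 and 362 (log2 +0.35) and *Dtx1*, a target of Notch in early thymocytes, at 186 and 229 (log2 +0.30). *Runx3* was among the 4000 rows with the largest scores on PC2 and *Notch1* was not.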

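*Map3k1*, a kinase of the JNK pathway, had an intensity of 366 ± 23.0 in WT and 417 ± 23.9 in *Gli3*-/- CD69- DP cells (log2 +0.19, SE 0.16). No list of selection or SP4 maturation genes passed the camera test at this stage, before the TCR signal. Of 13 SP4 lineage genes 5 were higher and 8 lower in *Gli3*-/- (mean log2 −0.02, adjusted p = 0.949). Among them *Tcf3*, which encodes the E protein E2A, was 313 and 268 (log2 −0.23) in WT and *Gli3*-/-, and *Bcl11b*, a T-cell commitment factor, 1713 and 1915 (log2 +0.16). Of 30 genes of the TCR signalling machinery 8 were higher and 22 lower (mean log2 −0.05, SE 0.06, adjusted p = 0.391). *Cd3g*, a chain of the TCR complex, differed by log2 −0.14, and *Nfatc2*, a calcium-dependent transcription factor, was 144 and 127 (log2 −0.18). Mature SP genes had a mean log2 of +0.01 over 23 genes (adjusted p = 0.978), and DP stage genes −0.08 over 19 genes (adjusted p = 0.65). Markers of DN and progenitor cells, of which contaminating earlier thymocytes would carry more, had a mean log2 of −0.01, heat shock genes −0.04, and BMP and TGF-beta target genes −0.01, and none of them passed.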

Genes that contributed to PC2, which were more highly expressed in WT samples, included genes important in selection and SP4 maturation, including *Map3k1*, which is required for positive selection (Germain, 2002; Xue et al., 2008) (Fig. 6A).

The intersection analysis of the CD69^−^ DP data highlighted 1083 genes, including the Hh target genes *Fgf1* and *Kif24*, the Wnt pathway activator *Bcl9l* (Martin, 1998; Sarkar et al., 2010), and *Cd53*, which is induced upon a lower affinity TCR-MHC interaction (Puls et al., 2002). These were more highly expressed in *Gli3*^−/−^ than in WT (Fig. 6A, Table S2). In addition, many genes involved in TCR signalling and apoptosis during repertoire selection were identified, including *Fas*, *Tcerg1*, *Ltbr*, *Pten*, *Camk4* and *Ctcf* (Castro et al., 1996; Heath et al., 2008; Krebs et al., 1997; Montes et al., 2015; Zhu et al., 2010), all of which showed lower expression in *Gli3*^−/−^ than in WT.

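*Fgf1*, a fibroblast growth factor, had an intensity of 104 ± 6.03 in WT and 129.9 ± 12.1 in *Gli3*-/- CD69- DP cells (log2 +0.31, SE 0.14). *Bcl9l*, a co-activator of beta-catenin, was 98.7 ± 3.91 and 122 ± 8.02 (log2 +0.30, SE 0.14). *Cd53*, a tetraspanin of leukocytes, was 318 ± 9.42 and 426 ± 3.48 (log2 +0.42), with an SE of 0.36. *Kif24*, a kinesin that acts at centrioles, was 187 ± 5.04 and 202 ± 1.19 (log2 +0.12), with an SE of 0.16. For all of them both *Gli3*-/- arrays lay above both WT arrays, but none passed after adjustment. The intersection of the 2000 rows with the smallest p and the 4000 with the largest PC2 scores held 882 rows, 514 higher and 368 lower in *Gli3*-/-, of which 318 carried a single gene symbol. Of the genes above, *Fgf1* and *Bcl9l* were among the 2000 and *Cd53* among the 4000, and none was in both. Without WT replicate 1 the intersection held 406 rows and without *Gli3*-/- replicate 2 it held 316. The paper names 12 measured genes as higher in *Gli3*-/- in this population. Of these, 12 were higher by their means, 10 had *Gli3*-/- arrays that did not overlap the WT arrays, 3 had an unadjusted p under 0.05, and 0 passed with adjustment over the list alone. As these genes were chosen by the study on these samples, the tally is not independent evidence of their direction. The Wnt target genes, to which *Bcl9l* was assigned, had a mean log2 of +0.03 (7 of 11 higher, adjusted p = 0.949).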

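*Fas*, a death receptor, was 899 ± 52.1 and 781 ± 2.63 (log2 −0.20) in WT and *Gli3*-/- CD69- DP cells (SE 0.18). *Camk4*, a calcium-dependent kinase downstream of the TCR, was 1274 ± 26.4 and 1111 ± 52.5 (log2 −0.20) (SE 0.10), while a dimmer row of the same gene differed by log2 +0.16. *Ctcf*, the insulator-binding protein, was 1569 ± 17.8 and 1454 ± 46.1 (log2 −0.11) (SE 0.15). *Ltbr*, the lymphotoxin beta receptor, was 118 ± 0.435 and 144 ± 2.99 (log2 +0.29) (SE 0.14). With *Map3k1*, these are the 5 measured genes the paper names as lower in *Gli3*-/- in this population (mean log2 −0.01). By their means 3 were lower and 2 higher, and the arrays of the genotypes did not overlap for any of them, with both *Gli3*-/- arrays below both WT arrays for those 3 and above for *Map3k1* and *Ltbr*. Of the 5 genes 0 had an unadjusted p under 0.05 and 0 passed over the list alone. Of 22 genes of negative selection and apoptosis 9 were higher and 13 lower (mean log2 +0.00). *Bak1*, a pro-apoptotic pore protein, was 438 and 369 (log2 −0.25) and *Anxa6*, an annexin, 304 and 351 (log2 +0.22). The 31 TCR-induced genes were split 16 to 15 (adjusted p = 0.957). In all, 30 of 31 proliferation genes were lower in *Gli3*-/- (mean log2 −0.11) without passing the test.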

PCA on the microarray data from the CD69^+^ DP population, which are cells that have received the TCR signal for positive selection (Ge and Chen, 1999), segregated the *Gli3*^−/−^ samples from the WT on PC3, which accounted for 20% of variability (Fig. 6B, Fig. S2B). 

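*Gli3*-/- and WT CD69+ DP cells lay apart on PC3, which accounted for 16.4% of the variance of the 6 arrays. The loadings (replicate 1, replicate 2) were −0.574 and −0.371 for WT, +0.211 and −0.0951 for *Gli3*+/-, and +0.261 and +0.641 for *Gli3*-/-. Of 17 interferon-stimulated genes 15 were higher (mean log2 +0.18, SE 0.14, camera adjusted p = 0.00558; adjusted p = 0.613 with an estimated correlation). The antiviral genes *Ifit2* and *Ifih1* were 77.0 and 108 (log2 +0.49) and 106 and 143 (log2 +0.44) in WT and *Gli3*-/-, and *Stat2*, a transducer of the interferon receptor, differed by log2 +0.34. This call was lost without WT replicate 2 (mean log2 −0.03, adjusted p = 0.759) or without *Gli3*-/- replicate 2 (+0.14, adjusted p = 0.214). Among single genes with the smallest p, *Kdm6a* was 677 and 1032 (log2 +0.61), the zinc finger gene *Zbtb25* 154 and 207 (log2 +0.43), and *Gmnc*, *Smim17*, *Ppm1f*, *Itgb1bp2*, *Muc2*, *Micall1*, *Ltk* and *Fbh1* were higher by log2 +0.36 (*Micall1*) to +0.48 (*Smim17*). On the lower side, *Pla2g15*, a lysosomal phospholipase, was 273 and 131 (log2 −1.04), *Surf1*, an assembly factor of cytochrome oxidase, 189 and 126 (log2 −0.58), and *Cenpb*, a centromere protein, 79.1 and 54.5 (log2 −0.53). *Dusp4*, a phosphatase of MAP kinases that is induced by their activity, was 139.6 ± 9.42 and 103 ± 0.481 (log2 −0.44). The zinc finger genes *Zfp763*, *Zfp873* and *Zfp825* differed by log2 −0.72, −0.87 and −0.68. None of these single genes passed the limma test.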

Again, Hh signalling and target genes, such as *Foxa1*, *Kif3a*, *Hdac2* and *Tgfb2*, contributed to this PC, with higher expression in *Gli3*^−/−^ than in WT (Furmanski et al., 2013; Katoh and Katoh, 2009) (Fig. 6B). By contrast, genes that contributed to PC3 and were more highly expressed in WT than in *Gli3*^−/−^ again included several genes involved in selection and SP4 commitment, including: *Egr2*, which is downstream of TCR signalling and involved in positive selection (Lauritsen et al., 2008); and *Gata3*, an SP4 commitment gene (Hernández-Hoyos et al., 2003).

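*Foxa1*, a pioneer transcription factor that is a target of Hh in thymocytes, was 26.9 ± 5.30 and 32.6 ± 0.636 (log2 +0.29) in WT and *Gli3*-/- CD69+ DP cells (SE 0.15). These levels are dim, near the lower quartile of the rows of an array. *Kif3a*, the motor of the primary cilium, was 118 ± 25.9 and 134 ± 10.2 (log2 +0.20) (SE 0.20). *Hdac2*, a histone deacetylase, was 1219 ± 6.64 and 1322 ± 77.6 (log2 +0.12) (SE 0.14), and *Tgfb2*, a growth factor of the TGF-beta family, 42.5 ± 3.31 and 45.2 ± 2.40 (log2 +0.09) (SE 0.12). Each had the higher mean in *Gli3*-/-, and none passed the test. The canonical Hh target genes were split 13 higher to 13 lower in *Gli3*-/- (mean log2 −0.00, adjusted p = 0.960), with *Nkx2-2* at log2 +0.21 and *Ccnd1* at log2 −0.19. The components of the Hh pathway had a mean log2 of −0.02, with *Gpr161*, a ciliary receptor that restrains the pathway, at 36.0 and 44.9 (log2 +0.32) and *Stk36* at 64.8 and 54.9 (log2 −0.23). *Gli1* and *Ptch1*, the targets most often read for Hh activity and again chosen after their values were seen, differed by log2 −0.02 and −0.14 (SE 0.15 and 0.20).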

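*Egr2*, a transcription factor induced by the TCR signal, had an intensity of 659 ± 218 in WT and 410.4 ± 61.2 in *Gli3*-/- CD69+ DP cells (log2 −0.65, SE 0.22), and 434 in *Gli3*+/-. *Gata3*, which directs the CD4 lineage through *Zbtb7b*, was 507 ± 128 and 401 ± 8.11 (log2 −0.32), with an SE of 0.18, and a second row of the gene differed by log2 −0.17. Both genes were lower on both *Gli3*-/- arrays than on both WT arrays, and neither passed after adjustment. Of 13 SP4 lineage genes 5 were higher and 8 lower in *Gli3*-/- (mean log2 −0.12, adjusted p = 0.378), with *Cd40lg*, a helper T-cell ligand, at 87.6 and 61.4 (log2 −0.58) and *Tcf3* at 296 and 260.3 (log2 −0.26). Of 22 genes of negative selection and apoptosis 15 were lower (mean log2 −0.09, adjusted p = 0.448), *Pdcd1*, the inhibitory receptor PD-1, at 134 and 107 (log2 −0.34) among them.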

The intersection analysis of the CD69^+^ DP data identified 1150 genes (Fig. 6B), including some known Hh targets, which were more highly expressed in *Gli3*^−/−^ than WT, such as *Hoxa7*, *Bmp2*, *Tulp3*, *Itgav* and *H19* (Chan et al., 2014). 

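Of the Hh targets named here, *Tulp3*, which carries receptors into the cilium, was 95.1 ± 6.95 and 114 ± 0.526 (log2 +0.26) in WT and *Gli3*-/- CD69+ DP cells (SE 0.12). *Itgav*, the integrin alpha V chain, was 251 ± 17.9 and 295 ± 7.11 (log2 +0.23) (SE 0.11), and a dimmer row of the gene differed by log2 +0.15. *Hoxa7*, a patterning gene, was 58.9 ± 5.60 and 42.5 ± 3.63 (log2 −0.47) (SE 0.11), and *Bmp2*, a bone morphogenetic protein, 49.0 ± 2.58 and 41.9 ± 1.44 (log2 −0.22) (SE 0.17). The row that *H19* shares with *Mir675* was 92.5 in WT and 109.7 in *Gli3*-/- (log2 +0.22, SE 0.49). The intersection held 1013 rows, 504 higher and 509 lower in *Gli3*-/-, of which 324 carried a single gene symbol. In it, with p-values of the 18-array fit, *Hoxa7*, *Egr2* and *Egr1* were the genes that the paper names. It held 403 rows without *Gli3*-/- replicate 1 and 602 without *Gli3*-/- replicate 2. The paper names 8 measured genes as higher in *Gli3*-/- CD69+ DP cells. By their means 6 were higher and 2 lower, and both *Gli3*-/- arrays lay above both WT arrays for 4 of them and below for 2 (*Hoxa7* and *Bmp2*). An unadjusted p under 0.05 was reached by *Tulp3*, which was higher, and by *Hoxa7*, which was lower and alone passed over the list (adjusted p = 0.00912 over the 8 genes). As a list they did not pass (mean log2 +0.06, SE 0.05, adjusted p = 0.452), and having been chosen by the study on these samples they are not independent evidence.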

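The 6 measured selection genes that the paper names in CD69+ DP cells had lower means in *Gli3*-/- than in WT. None passed after adjustment, and the call of their list did not hold with an estimated correlation or without WT replicate 1. *Egr1*, an immediate early transcription factor, had an intensity of 448 ± 103 in WT and 302 ± 3.15 in *Gli3*-/- (log2 −0.55, SE 0.22), and *Cd6*, a co-receptor of the TCR synapse, 975 ± 76.1 and 779 ± 115 (log2 −0.33) (SE 0.17). *Socs1*, an inhibitor of cytokine signalling, was 375 ± 12.1 and 312 ± 17.6 (log2 −0.26) (SE 0.20), and *Anxa5*, a phosphatidylserine-binding annexin, 824 ± 0.752 and 736 ± 37.2 (log2 −0.16) (SE 0.18). Together with *Egr2* and *Gata3* these 6 genes fell as a list (mean log2 −0.38, SE 0.14, camera adjusted p = 6.60e-05; adjusted p = 0.342 with an estimated correlation). The list was chosen by the study on these samples and is not independent evidence of its direction, and its call was lost without WT replicate 1 (mean log2 −0.23, adjusted p = 0.0896). In all the paper prints 9 measured genes as lower in *Gli3*-/- CD69+ DP cells, *Tox*, *Nr4a1* and *Cd5* included. Each of the 9 had the lower mean, 7 had arrays that did not overlap, 2 had an unadjusted p under 0.05 (*Egr2* and *Egr1*), and 0 passed over the list alone. The same selection genes fell in *Gli3*+/- CD69+ DP cells against WT (mean log2 −0.34, adjusted p = 4.54e-04; adjusted p = 0.527 with an estimated correlation), a call that was also lost without WT replicate 1 (−0.19, adjusted p = 0.223). The other genes printed in Fig. 6B, *Hoxd13*, *Map3k1*, *Tgfb1*, *Adam10* and *Cd81*, differed by log2 +0.18, +0.13, −0.36, +0.17 and −0.14.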

Many genes crucial for thymic selection showed lower expression in *Gli3*^−/−^ than in WT, including: *Itk*, a tyrosine kinase downstream of TCR that is required for positive selection and the SP4:SP8 lineage decision (Lucas et al., 2003); *Egr1*, which is downstream of TCR signalling and involved in positive selection (Lauritsen et al., 2008); *Socs1*, the deficiency of which promotes SP8 differentiation (Ilangumaran et al., 2010); *Anxa5*, which promotes apoptosis during negative selection (Rosenbaum et al., 2011); and *Cd6*, a co-stimulatory molecule that interacts with its ligand on TECs to promote differentiation to SP (Singer et al., 2002).

Finally, we carried out PCA and DEG analysis of the SP4 microarray data. PCA showed that the *Gli3*^−/−^ SP4 data segregated from the WT on PC2, which accounted for 22% of variability (Fig. 6C, Fig. S2). 

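*Gli3*-/- and WT SP4 cells lay on opposite sides of PC2, which accounted for 18.9% of the variance of the 6 arrays, with both *Gli3*+/- arrays on the *Gli3*-/- side. The loadings (replicate 1, replicate 2) were −0.272 and −0.727 for WT, +0.0081 and +0.525 for *Gli3*+/-, and +0.259 and +0.233 for *Gli3*-/-. On the higher side in *Gli3*-/- were *Ccr2*, a chemokine receptor of monocytes and effector T-cells, at 113 ± 2.03 and 205 ± 72.5 (log2 +0.81) in WT and *Gli3*-/-, and *Iftap* at 282 and 555 (log2 +1.00). *Kdm6a* was 613 and 966 (log2 +0.69) and *Ano10*, an ion channel, 106 and 154 (log2 +0.55). *Zfp606*, *Six5*, *B9d2*, *Dennd4c* and *Zfand4* were higher by log2 +0.68, +0.44, +0.78, +0.59 and +0.67. On the lower side was *Etv5*, an ETS factor that responds to FGF and MAP kinase signals, at 692 ± 132 and 396 ± 84.0 (log2 −0.81) in WT and *Gli3*-/- and 377 in *Gli3*+/-. *Arid5a*, which binds and stabilises inflammatory mRNAs, was 113 and 69.2 (log2 −0.70), *Gdf11*, a TGF-beta family ligand, 185 and 125 (log2 −0.57), and *Zscan22*, *Nckap5l*, *Iffo2* and *Krt6b* differed by log2 −0.54, −0.49, −0.52 and −0.44. None of these passed the limma test.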

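The rows shared by the p-value list and the PC2 list of SP4 cells numbered 794, with 482 higher and 312 lower in *Gli3*-/- than in WT. A single gene symbol was carried by 270 of them, *Itga6* and *Nr4a1* among these. Without *Gli3*-/- replicate 2 the intersection held 417 rows.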

The intersection analysis of the SP4 data highlighted 703 genes. *Egr2* and *Nab2*, which are required for selection, *Anxa6*, which regulates selection-related apoptosis, and *Lef1* and *Tox*, which promote SP4 lineage commitment and maturation, were expressed at lower levels in *Gli3*^−/−^ than in WT (Collins et al., 2006; Rosenbaum et al., 2011)*. 

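At the preset correlation, but not with an estimated one, selection genes fell as a list in *Gli3*-/- SP4 cells and genes of the DP stage and of the SP8 lineage rose, the DP stage and SP8 calls being lost without WT replicate 1. *Egr2* and its co-repressor *Nab2* were 382 ± 42.9 and 272 ± 15.6 (log2 −0.49) and 289.7 ± 35.4 and 221 ± 5.77 (log2 −0.38) in WT and *Gli3*-/- (SE 0.22 and 0.15), and a second row of *Nab2* differed by log2 −0.57. *Anxa6* was 949.8 ± 89.1 and 743 ± 53.7 (log2 −0.35) (SE 0.18). *Lef1*, a partner of beta-catenin, was 3183 ± 70.7 and 2569 ± 16.3 (log2 −0.31) (SE 0.18), and *Tox*, an HMG-box factor of the CD4 lineage, 914 ± 8.82 and 739 ± 77.2 (log2 −0.31) (SE 0.20). With *Nr4a1*, *Nr4a3* and *Cd5* they make up the 8 selection genes that the paper names in SP4 cells, all lower in *Gli3*-/- (mean log2 −0.39, SE 0.20, camera adjusted p = 4.93e-05; adjusted p = 0.517 with an estimated correlation). The arrays of the genotypes did not overlap for 8 of 8, 3 had an unadjusted p under 0.05, and 0 passed over the list alone. Having been chosen by the study on these samples, these genes are not independent evidence of their direction. The same list was lower in *Gli3*-/- CD69+ DP cells (mean log2 −0.22, adjusted p = 0.0242; adjusted p = 0.714 with an estimated correlation), but not without WT replicate 1 (+0.02, adjusted p = 0.839) or *Gli3*-/- replicate 2 (−0.11, adjusted p = 0.767), on the 6 arrays of the population (adjusted p = 0.0746), under cyclic loess (0.0761) or without dim genes (0.0509). Of 19 DP stage genes 18 were higher in *Gli3*-/- SP4 cells (mean log2 +0.45, SE 0.22, adjusted p = 8.53e-08; adjusted p = 0.424 with an estimated correlation). They included *Rag2*, of the recombinase, at 726 and 1103 (log2 +0.69), the co-receptor chain *Cd8a* at 1529 and 2376 (log2 +0.68), the cystine transporter *Slc7a11* at 214 and 577 (log2 +1.55) and *Tdrd5* at 227 and 371 (log2 +0.73). Without WT replicate 1 the mean log2 was +0.15 (adjusted p = 0.166). Of 16 SP8 lineage genes 13 were higher (mean log2 +0.26, adjusted p = 0.00957; adjusted p = 0.592 with an estimated correlation), led by the killer cell genes *Klrd1* (56.6 and 96.1), *Cst7* and *Gzma* (log2 +0.58 and +0.57). This call was lost without WT replicate 1 (+0.07, adjusted p = 0.495) or *Gli3*-/- replicate 2 (−0.01, adjusted p = 0.997). Markers of other cells fell as lists, with 10 of 11 neutrophil markers lower (mean log2 −0.44, adjusted p = 0.0108; adjusted p = 0.633 with an estimated correlation), with *Camp* at 80.8 and 29.5 (log2 −1.46) and *S100a8* at 538 and 311 (log2 −1.10). So were 12 of 16 macrophage and dendritic cell markers (mean log2 −0.27, adjusted p = 0.0122; adjusted p = 0.633 with an estimated correlation), with the lysozyme gene *Lyz2* at 211 and 115 (log2 −0.92). The neutrophil call was lost without WT replicate 2 (−0.43, adjusted p = 0.123) or *Gli3*-/- replicate 1 (−0.17, adjusted p = 0.666), and the macrophage call likewise (−0.02, adjusted p = 0.896, and +0.06, adjusted p = 0.877), and both without dim genes (adjusted p = 0.377 and 0.364). SP4 lineage genes as a whole had a mean log2 of −0.12 (adjusted p = 0.552), *Cd40lg* being 504 and 269.9 (log2 −0.71), and NK and gamma delta T-cell markers of +0.21 and +0.28 (adjusted p = 0.294 and 0.137).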

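*Nr4a1*, an orphan nuclear receptor whose level follows TCR signal strength, had an intensity of 821 ± 11.2 in WT and 552 ± 62.3 in *Gli3*-/- SP4 cells (log2 −0.58, SE 0.22). *Cd5*, a surface inhibitor of TCR signalling set by its strength, was 1843 ± 168 and 1406 ± 9.58 (log2 −0.39) (SE 0.18). *Nr4a3*, a relative of *Nr4a1*, was 272 ± 11.8 and 215 ± 16.1 (log2 −0.34) (SE 0.38). The WT arrays lay above the *Gli3*-/- arrays for each of these genes, and none passed after adjustment. In *Gli3*+/- SP4 cells the means were 635 for *Nr4a1* and 1402 for *Cd5*.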

Nr4a1*, *Nr4a3* and *Cd5*, which are transcriptional targets of TCR signal transduction with a level of expression that correlates with TCR signal strength, were also lower in *Gli3*^−/−^ than in WT (Moran et al., 2011; Sekiya et al., 2013). Several Hh target genes, such as *Itgav*, *Stmn1*, *Itga6* and *Nedd9*, were more highly expressed in *Gli3*^−/−^ than in WT (Aquino et al., 2009; Lu et al., 2015) (Fig. 6C).

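*Itga6*, the integrin alpha 6 chain, was 260.1 ± 3.51 and 352 ± 1.20 (log2 +0.44) in WT and *Gli3*-/- SP4 cells (SE 0.17). *Itgav* was 215 ± 10.2 and 253 ± 8.96 (log2 +0.23) (SE 0.11), with a dimmer row at log2 +0.47, and *Stmn1*, which regulates microtubules in dividing cells, 354 ± 5.54 and 380.4 ± 5.25 (log2 +0.10) (SE 0.26). *Nedd9* was not analysed here. The 3 genes rose as a list (mean log2 +0.26, SE 0.13, camera adjusted p = 0.0221; adjusted p = 0.424 with an estimated correlation), and 3 of 3 had arrays that did not overlap. They were chosen by the study on these samples and are not independent evidence, and 0 passed over the list alone. The call was lost without any 1 of the arrays (adjusted p = 0.0943, 0.115, 0.201 and 0.0634 without WT replicates 1 and 2 and *Gli3*-/- replicates 1 and 2). In *Gli3*+/- SP4 cells the list was also higher (mean log2 +0.26, adjusted p = 0.0443; adjusted p = 0.495 with an estimated correlation), a call that was lost in the blocked fit (adjusted p = 0.0552), on the arrays compared alone (0.0584) and with the mean of the rows of a gene (0.0548). Of the canonical Hh target genes 10 were higher and 16 lower in *Gli3*-/- SP4 cells (mean log2 −0.00, adjusted p = 0.840), with *Prdm1*, which encodes Blimp-1, at log2 +0.29, the survival gene *Bcl2* at log2 −0.29, *Foxc2* at −0.28 and *Ccnd2* at +0.22. *Gli1* and *Ptch1*, chosen after their values were seen, differed by log2 −0.11 and +0.18 (SE 0.15 and 0.20). The Hh pathway components had a mean log2 of −0.02, with *Kif7* at 102 and 81.2 (log2 −0.32) and *Ift172*, of the ciliary transport complex, at 82.0 and 105 (log2 +0.35), and the Hox genes −0.03. The Hh genes that the paper names in CD69- DP cells had a mean log2 of −0.20 in SP4 cells (adjusted p = 0.294), *Smoc2* being 44.5 and 31.1 (log2 −0.52). Of the other genes printed in Fig. 6C, *Il17ra*, *Stat4* and *Kif13b* differed by log2 +0.45, +0.43 and +0.29, and *Id2*, *Cd81* and *Tox4* by −0.59, −0.38 and −0.31. *Lcp1*, *Nab1*, *Cd28*, *Hoxa10* and *Adam10* differed by −0.19, −0.16, −0.14, −0.09 and −0.00, and none of them passed.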

Since Hh target genes were upregulated in the *Gli3*^−/−^ CD69^+^ DP population (which is undergoing positive selection), and the FTOC experiments suggested that the reduced DP to SP4 transition in the *Gli3*^−/−^ thymus was due to increased Hh signalling, we tested whether the transcription of genes required for differentiation to SP could be modulated by rShh treatment. We chose *Egr2* and *Tox* for this experiment because both were expressed at very similar low levels in WT and *Gli3*^−/−^ in the CD69^−^ DP dataset, but upregulated in the CD69^+^ DP and SP4 populations. Furthermore, both transcripts were significantly lower in the *Gli3*^−/−^ CD69^+^ DP and *Gli3*^−/−^ SP4 datasets than in their WT counterparts, and these are the populations that contain cells that are undergoing selection (Fig. 7A,B). 

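*Egr2* and *Tox* rose strongly in WT thymocytes at the step at which the TCR signal for positive selection is received. *Egr2* was 133 in WT and 138 in *Gli3*-/- CD69- DP cells, and *Tox* 454 and 452. From CD69- DP to CD69+ DP cells in WT, *Egr2* rose by log2 +2.27 (SE 0.22, adjusted p = 2.31e-04) and *Tox* by log2 +1.54 (SE 0.20, adjusted p = 0.00332). In SP4 cells both were still above CD69- DP cells (log2 +1.52, adjusted p = 0.00195, and log2 +1.01, adjusted p = 0.0121). Between CD69+ DP and SP4 cells they differed by log2 −0.75 (adjusted p = 0.154) and −0.53 (adjusted p = 0.313), and with the replicate number as a block *Egr2* fell at this step (adjusted p = 0.0390). Other genes of this signal rose with them from CD69- DP to CD69+ DP cells, *Egr1* by log2 +2.34 (adjusted p = 2.31e-04), *Nr4a3* by log2 +2.55 (adjusted p = 0.00856), *Cd6* by log2 +1.17 (adjusted p = 0.00779) and *Nab2* by log2 +0.73 (adjusted p = 0.0440).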

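The *Egr2* intensities behind this statement (replicate 1, replicate 2) were 813 and 505 in WT and 454 and 367 in *Gli3*-/- CD69+ DP cells, and 412 and 352 and 260.5 and 282 in SP4 cells. For *Tox* they were 1471 and 1186 and 1356 and 1207 in CD69+ DP cells (log2 −0.05, SE 0.20), and 908 and 920.5 and 794 and 685 in SP4 cells. *Egr2* was thus lower on both *Gli3*-/- arrays than on both WT arrays in both populations, and *Tox* in SP4 cells, but the *Tox* arrays of CD69+ DP cells overlapped. After adjustment over all genes neither gene passed limma in either population, nor did the methods' t-test pass any gene. In *Gli3*+/- SP4 cells the means were 275 for *Egr2* and 748 for *Tox*.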

After 2 days of rShh treatment of WT E17.5 FTOC, the levels of *Egr2* and *Tox* were reduced compared with the untreated control (Fig. 7C,D).

**Fig. 7.**
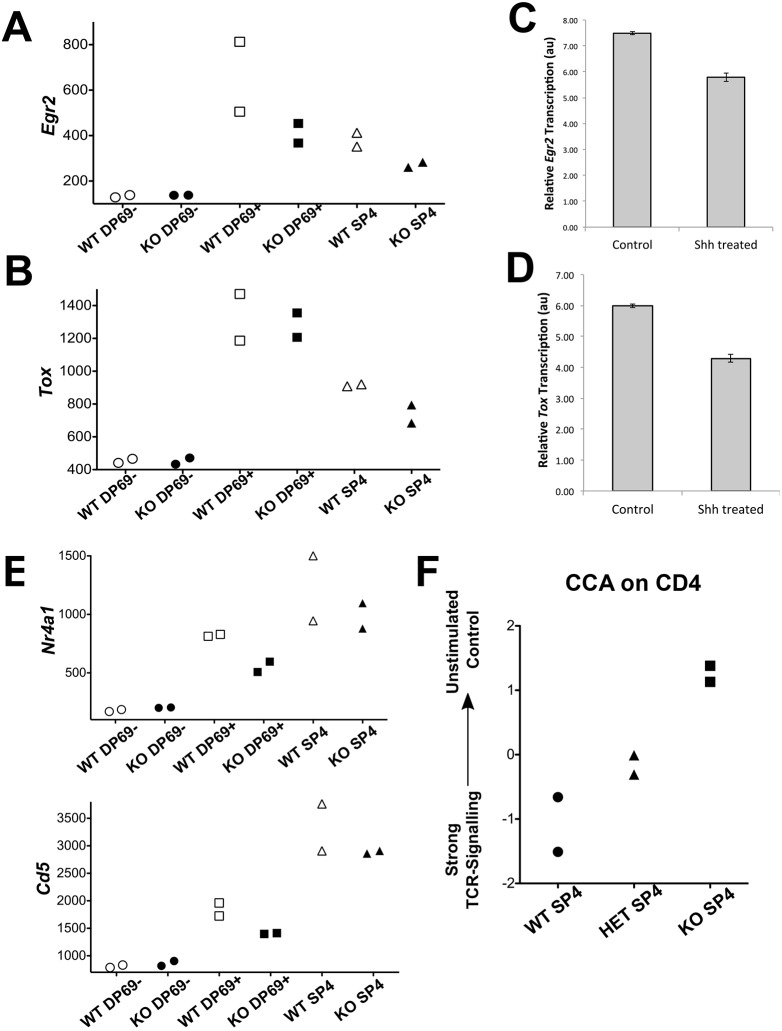
**Microarray and QRT-PCR analyses of transcriptional differences in thymic selection genes in sorted populations from WT and *Gli3* mutant thymus and in rShh-treated WT FTOC.** (A,B) Normalised microarray transcript expression in *Gli3*^−/−^ and WT datasets of (A) *Egr2* and (B) *Tox.* (C,D) QRT-PCR analysis showing a representative experiment (of three) for expression of (C) *Egr2* and (D) *Tox* in thymocytes prepared from E17.5 WT control and rShh-treated FTOCs for 2 days. Differences between control and rShh treated were significant: *Egr2* (*P*<0.02), *Tox* (*P*<0.07). Transcripts were normalised relative to *Hprt.* (E) Normalised microarray transcript expression in *Gli3*^−/−^ and WT datasets of *Nr4a1* (top) and *Cd5* (bottom). (F) CCA showing the separation of the WT, *Gli3*^+/−^ (HET) and *Gli3*^−/−^ (KO) SP4 microarray datasets on a scale of strong to weak TCR stimulation.

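*Nr4a1* and *Cd5* rose in WT between CD69- DP and CD69+ DP cells, as the TCR signal for positive selection was received. *Nr4a1* was 178 in WT and 203 in *Gli3*-/- CD69- DP cells, and *Cd5* 809 and 862. In WT CD69+ DP cells *Nr4a1* had risen by log2 +2.74 (SE 0.22, adjusted p = 6.59e-05) and *Cd5* by log2 +2.03 (SE 0.18, adjusted p = 2.31e-04).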

In the microarray data, we observed the same pattern of expression for the known transcriptional target genes of TCR signal transduction, *Nr4a1* and *Cd5* (Fig. 7E). Both were low in CD69^−^ DP cells, upregulated in the CD69^+^ DP population, and again in the SP4 population, but were significantly lower in the *Gli3*^−/−^ CD69^+^ DP and SP4 datasets than in WT. Thus, the differences in expression in these genes only became apparent after TCR signalling for positive selection, in support of the idea that *Gli3* mutation influences SP4 T-cell development by increasing Shh, which signals to DP thymocytes to dampen TCR signal transduction during positive selection.

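*Nr4a1* had an intensity of 1223 ± 393 in WT and 988 ± 154 in *Gli3*-/- CD69+ DP cells (log2 −0.28, SE 0.22), and *Cd5* 3335 ± 604 and 2884 ± 33.0 (log2 −0.20, SE 0.18). From CD69+ DP to SP4 cells in WT, *Nr4a1* differed by log2 −0.54 (adjusted p = 0.362) and *Cd5* by log2 −0.85 (adjusted p = 0.0548), and with the replicate number as a block *Cd5* fell (adjusted p = 0.0130). Both stayed above CD69- DP cells in SP4 cells (log2 +2.20, adjusted p = 2.23e-04, and log2 +1.18, adjusted p = 0.00336). The *Gli3*-/- arrays of SP4 cells (replicate 1, replicate 2) were 508 and 596 for *Nr4a1* and 1412 and 1399 for *Cd5*, against 829 and 813 and 1961 and 1724 in WT. Neither gene passed after adjustment between *Gli3*-/- and WT in CD69+ DP or SP4 cells. Before adjustment the limma p of *Nr4a1* was 0.219 in CD69+ DP and 0.0187 in SP4 cells, and that of *Cd5* 0.302 and 0.0545 (0.0353 in SP4 cells with the block). *Cd6*, which rose with them at the first step, fell between WT CD69+ DP and SP4 cells (log2 −1.08, adjusted p = 0.0150).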

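Whether the effect of *Gli3* deletion on a gene was larger after the TCR signal was tested directly, as the difference of the *Gli3*-/- effect between populations. For *Egr2* the *Gli3*-/- effect in CD69+ DP cells was lower than in CD69- DP cells by log2 −0.70 (SE 0.30), and in SP4 cells the difference from CD69- DP cells was log2 −0.54 (SE 0.30). For *Nr4a1* these differences were −0.47 and −0.77, for *Cd5* −0.29 and −0.48, and for *Tox* −0.04 and −0.30. None passed after adjustment, and over all genes 0 passed limma in either comparison (458 and 684 at an unadjusted p under 0.05, and 653 and 978 with the replicate number as a block). As a list, the TCR-induced genes had a more negative *Gli3*-/- effect in CD69+ DP than in CD69- DP cells (mean log2 −0.19, camera adjusted p = 0.0255; adjusted p = 0.896 with an estimated correlation), with −0.18 in SP4 cells (adjusted p = 0.0712). Without the genes the paper names, which it chose on these samples, the TCR-induced genes did not pass (mean log2 −0.14, adjusted p = 0.2501; adjusted p = 0.949 with an estimated correlation), with −0.08 in SP4 cells (adjusted p = 0.757). The DP stage genes had a more positive *Gli3*-/- effect in SP4 than in CD69- DP cells (mean log2 +0.52, adjusted p = 1.11e-06; adjusted p = 0.725 with an estimated correlation). The SP4 effect behind this difference was +0.45, and +0.15 without WT replicate 1. Neutrophil markers had a more negative effect in SP4 cells (mean log2 −0.50, camera adjusted p = 0.00747; adjusted p = 0.725 with an estimated correlation). The paper reasons that *Egr2*, *Tox*, *Nr4a1* and *Cd5* are similar in the genotypes in CD69- DP cells, which have not received the signal, and lower in *Gli3*-/- in the populations that have. From the timing, and from the FTOC experiments in which Shh and its neutralisation changed the DP to SP4 transition, it proposes that more Shh in the *Gli3*-/- thymus dampens TCR signal transduction in DP thymocytes during positive selection. Its other evidence includes more Shh protein, higher Hh reporter activity and lower cell-surface CD5 in the *Gli3*-/- thymus. By QRT-PCR it also reports lower *Egr2* and *Tox* in WT FTOC treated with rShh.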

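Genes that thymocytes switch on when the TCR is engaged fell as a list in *Gli3*-/- CD69+ DP and SP4 cells at the preset correlation but not with an estimated one, and had a mean log2 of +0.00 in CD69- DP cells.
The list of 31 TCR-induced genes had a mean log2 of −0.19 in CD69+ DP cells (SE 0.19, 24 lower, camera adjusted p = 2.50e-04; adjusted p = 0.613 with an estimated correlation).
In SP4 cells the mean log2 was −0.18 (SE 0.19, 24 lower, camera adjusted p = 0.0140; adjusted p = 0.633 with an estimated correlation).
In CD69+ DP cells the members that differed most included *Id3*, an inhibitor of E proteins induced by the TCR, at 331 and 206 (log2 −0.72) in WT and *Gli3*-/-, and *Egr1* (log2 −0.55). *Gadd45b*, a stress and growth arrest gene, was 144 and 107 (log2 −0.43).
In SP4 cells they included *Tagap* at 126 and 195 (log2 +0.63), *Egr1* at 298 and 199.6 (log2 −0.62) and *Nfkbid*, an inhibitor of NF-kappaB, at 113 and 73.9 (log2 −0.60). No member passed over the list alone in either population.
WT SP4 arrays had list scores (mean log2 intensity) of 8.02 and 8.11, *Gli3*-/- 7.66 and 8.13 and *Gli3*+/- 7.86 and 8.00, and in CD69+ DP cells the scores were 8.32 and 8.21 in WT, 8.01 and 8.14 in *Gli3*-/-, and 8.08 and 8.11 in *Gli3*+/-.
In SP4 cells the *Gli3*-/- arrays thus lay further from each other than the genotype means did.
Without WT replicate 1 the calls were lost (−0.14, adjusted p = 0.639 in CD69+ DP cells, and −0.22, adjusted p = 0.495 in SP4 cells), and without *Gli3*-/- replicate 1 the SP4 mean was +0.06 (adjusted p = 0.784).
Without the genes the paper names, the remaining 22 had a mean log2 of −0.16 in CD69+ DP cells (adjusted p = 0.0216; adjusted p = 0.682 with an estimated correlation) and −0.10 in SP4 cells (adjusted p = 0.474).
Without WT replicate 1 the CD69+ DP value was −0.20 (adjusted p = 0.639) and without *Gli3*-/- replicate 1 −0.02 (adjusted p = 0.259), and the call was also lost under cyclic loess (adjusted p = 0.0525) and without dim genes (0.0568).
*Gli3*+/- cells, measured against the same WT arrays, were close to *Gli3*-/-, with −0.17 in CD69+ DP cells (adjusted p = 4.54e-04; adjusted p = 0.725 with an estimated correlation) and −0.14 in SP4 cells (adjusted p = 0.00394; adjusted p = 0.639 with an estimated correlation).
In WT the list rose from CD69- DP to CD69+ DP cells (mean log2 +1.16, adjusted p = 1.54e-31) and was lower in SP4 than in CD69+ DP cells (−0.20, adjusted p = 0.00414; adjusted p = 0.389 with an estimated correlation).
DP stage genes, which mark the cells before selection, had scores of 9.07 and 9.66 in WT, 9.69 and 9.90 in *Gli3*+/-, and 9.94 and 9.68 in *Gli3*-/- SP4 cells.

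**Figure D1:**
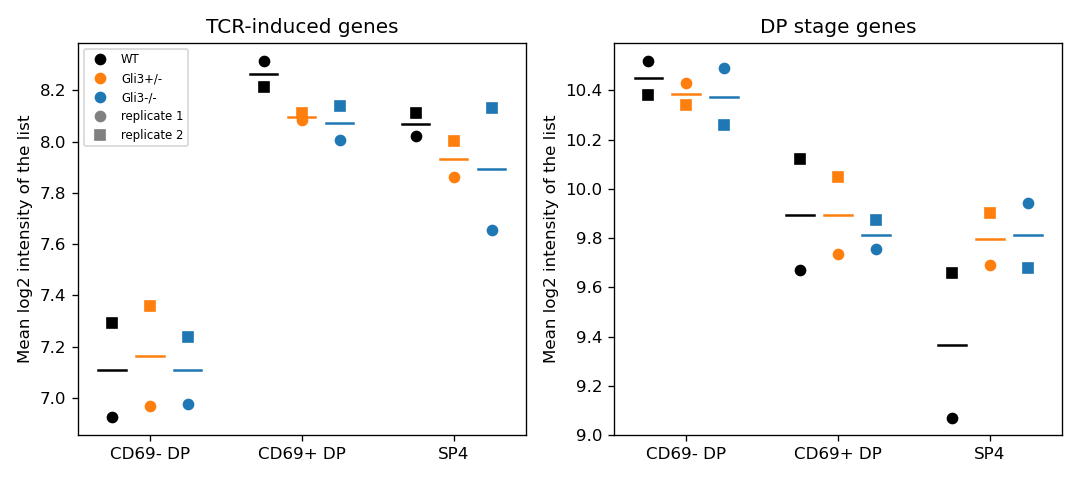
Mean log2 intensity of the TCR-induced genes and of the DP stage genes on each of the 18 arrays, by genotype and sorted population. Circles are replicate 1, squares replicate 2, and the line is the mean of the 2 arrays of a group.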

Taken together, the transcriptome data suggest that cells undergoing selection in the *Gli3*^−/−^ thymus have a lower average strength of TCR signal. To test this, we used canonical correspondence analysis (CCA) to compare the patterns of gene expression in our SP4 datasets with transcriptome data from publically available datasets that were prepared from thymocytes that were receiving different strengths of TCR signals during selection (GSE38909; Lo et al., 2012). We selected the 1500 most significant DEG genes from the GSE38909 dataset and used these to generate a scale of strong to weak TCR signalling and plotted our SP4 datasets against this scale. This analysis showed that the SP4 *Gli3*^−/−^ samples have the transcriptional signature of thymocytes receiving a lower TCR signal than those of WT, whereas the transcriptome of the SP4 population from the *Gli3*^+/−^ thymus showed an intermediate transcriptional signature (Fig. 7F). 

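A scale of TCR-induced maturation could be drawn from these arrays, although not the paper's own scale, as the external dataset behind it was not used here and the CCA was not repeated. The 200 genes most raised and 200 most lowered from CD69- DP to CD69+ DP cells in *Gli3*+/- thymocytes were taken, and each array was scored by the mean of the raised genes minus that of the lowered ones. WT SP4 cells scored 0.70 ± 0.24, *Gli3*-/- 0.33 ± 0.12 and *Gli3*+/- 0.31 ± 0.23. The *Gli3*-/- score was lower than WT by a difference of −0.37 (SE 0.24, exact permutation p = 0.333, the smallest that 2 arrays against 2 can give), and the *Gli3*+/- score by −0.39 (exact permutation p = 0.333). By array (replicate 1, replicate 2), the scores were 0.869 and 0.530 in WT, 0.244 and 0.411 in *Gli3*-/-, and 0.478 and 0.151 in *Gli3*+/-, so each mutant array lay below both WT arrays. As lists, the lowered genes rose in *Gli3*-/- SP4 cells (camera adjusted p = 1.13e-18; adjusted p = 0.447 with an estimated correlation) and the raised genes fell (adjusted p = 1.94e-04; adjusted p = 0.862 with an estimated correlation), with an adjustment over 14 sets that was added after the results were seen. In the other populations the *Gli3*-/- score differed from WT by +0.05 in CD69- DP cells (exact permutation p = 0.667) and by −0.02 in CD69+ DP cells (exact permutation p of 1). Leaving out 1 array moved the SP4 difference between −0.542 and −0.203, and the CD69+ DP difference to +0.287 without WT replicate 1 and −0.326 without WT replicate 2. The *Gli3*+/- arrays that define this scale are those of DP cells, from the same replicate numbers as the *Gli3*+/- SP4 arrays placed on it. The paper built its own scale from the most significant DEGs of thymocytes that received strong or weak TCR signals and placed the SP4 arrays on it. Since *Gli3*-/- arrays fell towards the weak end, it concludes that *Gli3*-/- SP4 cells carry the signature of a lower TCR signal, and that Gli3 matters for selection and differentiation from DP to SP4.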

The CCA therefore confirms that Gli3 is important for selection and differentiation from DP to SP4, and is consistent with higher Shh expression dampening the TCR signal during repertoire selection in the *Gli3*^−/−^ thymus.

## DISCUSSION

Here, we showed that expression of the transcription factor Gli3 in TECs is necessary for normal differentiation from DP to mature SP4 thymocyte in the fetal thymus. Constitutive deletion of *Gli3* reduced differentiation and maturation of SP4 T-cells, and this reduction in differentiation to SP4 was also seen when *Gli3* was conditionally deleted from TECs only, but not when *Gli3* was conditionally deleted from thymocytes. Gli3 repressed expression of Shh, and analysis of an Hh reporter line showed that the Hh signalling pathway was active in developing thymocytes, and that activation of the pathway in thymocytes was increased when *Gli3* was deleted. DP and SP thymocyte populations from *Gli3*^−/−^ had reduced levels of cell-surface CD5, indicative of lower TCR signalling, and consistent with the fact that rShh treatment of WT FTOC and constitutive activation of Hh-mediated transcription both reduced cell-surface CD5 expression (Furmanski et al., 2012; Rowbotham et al., 2007). Conditional deletion of *Shh* from TECs increased differentiation from DP to SP, whereas differentiation from DP to SP4 in the *Gli3* mutant fetal thymus was restored by neutralisation of endogenous Hh proteins. Taken together, our findings indicate that Gli3 activity in TECs promotes SP4 T-cell development by repression of Shh, which signals directly to developing T-cells to reduce TCR signal strength. In support of this, the transcriptome data showed reduced expression of genes important for TCR signalling and positive selection, and of transcriptional targets of TCR signal transduction in the *Gli3*^−/−^ populations compared with their WT counterparts, whereas the WT samples had decreased expression of Hh target and signalling genes. 

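The TCR signalling machinery itself, the receptor chains, kinases and adaptors, did not pass the camera test as a list between *Gli3*-/- and WT in any population. In CD69- DP cells 22 of 30 genes were lower in *Gli3*-/- (mean log2 −0.05, SE 0.06, adjusted p = 0.391). Of 30 genes 14 were higher and 16 lower in *Gli3*-/- CD69+ DP cells (mean log2 −0.01, SE 0.06), with *Bcl10*, which links the TCR to NF-kappaB, at 252 and 189.7 (log2 −0.41) in WT and *Gli3*-/-. In SP4 cells 16 were higher and 14 lower (mean log2 +0.00, adjusted p = 0.685), with *Themis*, required for positive selection, at 1148 and 1627 (log2 +0.48), the phosphatase *Ptpn22* at 574 and 765 (log2 +0.41), and the adhesion receptor *Cd2* at 1981 and 1461 (log2 −0.42). Over the 3 populations the paper names 22 measured gene and population pairs as lower in *Gli3*-/-, of which 20 had the lower mean, and 23 as higher, of which 21 had the higher mean. These genes were chosen by the study on these samples, and some are counted in more than 1 population. The tally is not independent evidence of their direction.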

Overall, the *Gli3*^−/−^ SP4 cells had the transcriptional signature of thymocytes that have received a weaker TCR signal than their WT counterparts. 

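On the later step of maturation, from CD69+ DP to SP4 cells, the 2 *Gli3*-/- SP4 arrays lay on either side of the WT arrays, so their mean does not decide whether the genotypes differed. A score of the 200 genes most raised and 200 most lowered at this step in *Gli3*+/- thymocytes was 0.82 ± 0.03 in WT and 0.74 ± 0.38 in *Gli3*-/- SP4 cells (difference −0.07, SE 0.17, exact permutation p of 1, where 2 arrays against 2 can give no less than 0.333). By array (replicate 1, replicate 2), the scores were 0.838 and 0.793 in WT and 0.474 and 1.009 in *Gli3*-/-, and the difference was −0.342 without *Gli3*-/- replicate 2 and +0.194 without *Gli3*-/- replicate 1. In CD69- DP cells the difference was −0.02 and in CD69+ DP cells 0.00. Mature SP genes had a mean log2 of −0.09 in *Gli3*-/- SP4 cells (17 of 23 lower, adjusted p = 0.84), the interleukin 7 receptor gene *Il7r* being 1716 and 1210.0 (log2 −0.49) and *Ccr4*, a chemokine receptor of the medulla, 426 and 297 (log2 −0.52). Proliferation genes had a mean log2 of +0.11 (24 of 31 higher, adjusted p = 0.294). Wnt target genes, *Lef1* and *Axin2* among them, were lower in 10 of 11 cases (mean log2 −0.12, adjusted p = 0.294), and Notch target genes had a mean log2 of +0.11 (adjusted p = 0.446).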

The influence of *Gli3* mutation on the SP4 population is consistent with this mechanism, as positive selection to the SP4 lineage requires stronger and longer TCR signals (Bosselut, 2004; Klein et al., 2014; Starr et al., 2003).

Gli3 is expressed in fetal but not adult thymocytes (Hager-Theodorides et al., 2005), and although conditional deletion of *Gli3* from thymocytes did not significantly influence the proportions of DP and SP populations, our experiments showed that Gli3 activity in thymocytes is required for the normal interpretation of changes in the Hh signal. In the constitutive *Gli3*^−/−^ thymus, where increased Shh signalling to developing thymocytes reduced differentiation from DP to SP, although neutralisation of the Hh signal with rHhip treatment was able to restore the proportion of the SP4 population, it only significantly increased cell-surface expression of CD5 in the CD3^hi^ DP population. In contrast to the constitutive *Gli3*^−/−^ thymus, rHhip treatment in *Gli3*^fl/fl^ *FoxN1Cre^+^* FTOC increased cell-surface CD5 expression on SP4 and CD3^hi^ DP populations, suggesting that the ability of developing fetal thymocytes to respond to the decrease in the Shh signal upon rHhip treatment requires thymocyte intrinsic Gli3 activity.

In summary, we showed that expression of the transcription factor Gli3 by TECs is required for normal SP4 T-cell development in the fetal thymus. As Gli3 deficiency increases Shh expression in the thymus, and Hh plays a role in T-cell acute lymphoblastic leukaemia (T-ALL), which arises in the thymus, it will be important to investigate the impact of Gli3 activity in the thymic stromal environment on T-ALL (Dagklis et al., 2016, 2015; González-Gugel et al., 2013; Hou et al., 2014). It will also be important to investigate the influence of Gli3 on shaping the TCR repertoire and in autoimmunity.

## MATERIALS AND METHODS

### Mice

Mice were on a C57BL/6 background. C57BL/6 mice were purchased from Charles River; *Gli3*^fl/fl^, *Gli3*^+/−^ and *Shh*^fl/fl^ from The Jackson Laboratories; GBS-GFP-tg was provided by J. Briscoe (Balaskas et al., 2012); Vav-iCre-tg was provided by D. Kioussis (de Boer et al., 2003); and FoxN1Cre-tg by G. Hollander (Zuklys et al., 2009). As FoxN1-Cre-tg and Vav-Cre-tg can be expressed in the male germline, all conditional knockouts were generated by crossing *Cre*^+^ females with *Cre*^−^ males (Joseph et al., 2013; Shi et al., 2016). Mice were bred and maintained at UCL under UK Home Office regulations.

### Flow cytometry, antibodies and cell purification

Thymus cell suspensions were prepared and stained as described (Hager-Theodorides et al., 2005) using combinations of the following directly conjugated antibodies at concentration of 1:100: (from BD Pharmingen) anti-γδPE (catalogue no. 553178); from eBioscience: anti-TCRβFITC (catalogue no. 11-5961-85), antiCD3PE (catalogue no. 12-0031-82), anti-CD24PE (catalogue no. 12-0241-82) and anti-CD69FITC (catalogue no. 11-0691-85); (from Biolegend) anti-CD3FITC (catalogue no. 100204), anti-CD5FITC (catalogue no. 100605), anti-Qa2FITC (catalogue no. 121709), anti-CD4APC (catalogue no. 116014), anti-CD5PE (catalogue no. 100607), anti-CD8PerCP/Cy5.5 (catalogue no. 100734), anti-CD4PerCP/Cy5.5 (catalogue no. 100539) and anti-CD8APC (catalogue no. 100712). Data were acquired on a C6 Accuri flow cytometer (BD Biosciences) and analysed using FlowJo software. Live cells were gated by FSC and SSC profiles. Data represent at least three experiments.

### Fetal thymus organ cultures

FTOCs were carried out as described (Saldaña et al., 2016). In some experiments, rHhip or rShh (R&D Systems) was added at 1 µg/ml. To allow comparison between litters for statistical analysis, relative numbers or percentages for each genotype or treatment were calculated by dividing by the mean of controls from the same litter (untreated control or WT littermates).

### Microarray and data analysis

E18.5 WT, *Gli3*^+/−^ and *Gli3*^−/−^ thymocytes (*n*=2) were stained for CD4, CD8 and CD69. SP4, CD69^−^ DP and CD69^+^ DP populations were FACS sorted. RNA was extracted using the Arcturus PicoPure RNA Isolation kit (Applied Biosystems) and quantity and quality determined by Bioanalyzer 2100 (Agilent).

Microarrays were performed by UCL Genomics on the Affymetrix GeneChip Mouse Gene 2.0ST Array using standard Ambion (Invitrogen) chemistry. Array data were normalised using the oligo package from R. Data are publically available at GEO (GSE87499).

DEGs were determined using the moderated Ebayes *t*-statistic *P*<0.05 from the limma package in Bioconductor. Principal component analysis (PCA) was performed using normalised microarray transcript expression values, using the CRAN package ade4. PCA is a multivariate statistical method, which can be used to segregate genome-wide transcription datasets according to variability in transcript expression values, taking into account all genes (Ringnér, 2008). PCA can thus cluster microarray datasets to detect dominant patterns of gene expression, as represented by the principal components (PCs).

Canonical correspondence analysis (CCA) is a multivariate analysis that allows the comparison of experimental transcriptome data with publically available datasets from other laboratories (Ono et al., 2014). CCA was performed using the CRAN package vegan. The GSE38909 dataset was used as the environmental variable and our dataset was regressed onto it. It contains thymocytes stimulated with a positively selecting peptide gp250 and the non-selecting control peptide Hb (Lo et al., 2012). We created a strong TCR signalling axis using the DEGs between the control peptide and the positively selecting peptide and regressed our samples onto this axis (Sahni et al., 2015).

### QRT-PCR

RNA extraction and cDNA synthesis were performed as described (Hager-Theodorides et al., 2005). QRT-PCR, using QuantiTect primers for *Egr2* and *Tox* (Qiagen) and iQSYBR Green Supermix (Bio-Rad), was run on an iCycler (Bio-Rad). Transcripts were normalised relative to *Hprt*.

### ELISA

Shh ELISA was performed using the Shh N-Terminus Quantikine ELISA Kit (R&D Systems). Entire E17.5 thymi were crushed and centrifuged at 3 ***g*** for 5 min, and ELISA was performed on the supernatants.

### PCR for genotyping

DNA extraction and PCR were carried out using methods and primers described previously (Hager-Theodorides et al., 2005; Saldaña et al., 2016).

### Statistical analysis

Statistical analysis was performed using unpaired two-tailed Student's *t*-tests and *P*≤0.05 was considered significant. In figures: *P≤0.05, **P≤0.01 and ***P≤0.001.

## Supplementary Material

Supplementary information

Supplementary information

## References

[DEV146910C1] AquinoJ. B., LallemendF., MarmigèreF., AdameykoI. I., GolemisE. A. and ErnforsP. (2009). The retinoic acid inducible Cas-family signaling protein Nedd9 regulates neural crest cell migration by modulating adhesion and actin dynamics. *Neuroscience* 162, 1106-1119. 10.1016/j.neuroscience.2009.05.03519464348PMC2797478

[DEV146910C2] AzzamH. S., GrinbergA., LuiK., ShenH., ShoresE. W. and LoveP. E. (1998). CD5 expression is developmentally regulated by T cell receptor (TCR) signals and TCR avidity. *J. Exp. Med.* 188, 2301-2311. 10.1084/jem.188.12.23019858516PMC2212429

[DEV146910C3] AzzamH. S., DeJarnetteJ. B., HuangK., EmmonsR., ParkC.-S., SommersC. L., El-KhouryD., ShoresE. W. and LoveP. E. (2001). Fine tuning of TCR signaling by CD5. *J. Immunol.* 166, 5464-5472. 10.4049/jimmunol.166.9.546411313384

[DEV146910C4] BalaskasN., RibeiroA., PanovskaJ., DessaudE., SasaiN., PageK. M., BriscoeJ. and RibesV. (2012). Gene regulatory logic for reading the Sonic Hedgehog signaling gradient in the vertebrate neural tube. *Cell* 148, 273-284. 10.1016/j.cell.2011.10.04722265416PMC3267043

[DEV146910C5] BarbaruloA., LauC.-I., MengrelisK., RossS., SolankiA., SaldañaJ. I. and CromptonT. (2016). Hedgehog signalling in the embryonic mouse thymus. *J. Dev. Biol.* 4, 22 10.3390/jdb403002227504268PMC4975939

[DEV146910C6] BosselutR. (2004). CD4/CD8-lineage differentiation in the thymus: from nuclear effectors to membrane signals. *Nat. Rev. Immunol.* 4, 529-540. 10.1038/nri139215229472

[DEV146910C7] BrugneraE., BhandoolaA., CibottiR., YuQ., GuinterT. I., YamashitaY., SharrowS. O. and SingerA. (2000). Coreceptor reversal in the thymus: signaled CD4+8+ thymocytes initially terminate CD8 transcription even when differentiating into CD8+ T cells. *Immunity* 13, 59-71. 10.1016/S1074-7613(00)00008-X10933395

[DEV146910C8] CarpenterA. C. and BosselutR. (2010). Decision checkpoints in the thymus. *Nat. Immunol.* 11, 666-673. 10.1038/ni.188720644572PMC3388799

[DEV146910C9] CastroJ. E., ListmanJ. A., JacobsonB. A., WangY., LopezP. A., JuS., FinnP. W. and PerkinsD. L. (1996). Fas modulation of apoptosis during negative selection of thymocytes. *Immunity* 5, 617-627. 10.1016/S1074-7613(00)80275-78986720

[DEV146910C10] ChanL. H., WangW., YeungW., DengY., YuanP. and MakK. K. (2014). Hedgehog signaling induces osteosarcoma development through Yap1 and H19 overexpression. *Oncogene* 33, 4857-4866. 10.1038/onc.2013.43324141783

[DEV146910C11] CollinsS., WolfraimL. A., DrakeC. G., HortonM. R. and PowellJ. D. (2006). Cutting Edge: TCR-induced NAB2 enhances T cell function by coactivating IL-2 transcription. *J. Immunol.* 177, 8301-8305. 10.4049/jimmunol.177.12.830117142725

[DEV146910C12] CromptonT., OutramS. V. and Hager-TheodoridesA. L. (2007). Sonic hedgehog signalling in T-cell development and activation. *Nat. Rev. Immunol.* 7, 726-735. 10.1038/nri215117690714

[DEV146910C13] DagklisA., PauwelsD., LahortigaI., GeerdensE., BittounE., CauwelierB., TousseynT., UyttebroeckA., MaertensJ., VerhoefG.et al. (2015). Hedgehog pathway mutations in T-cell acute lymphoblastic leukemia. *Haematologica* 100, e102-e105. 10.3324/haematol.2014.11924825527561PMC4349289

[DEV146910C14] DagklisA., DemeyerS., De BieJ., RadaelliE., PauwelsD., DegryseS., GielenO., VicenteC., VandepoelR., GeerdensE.et al. (2016). Hedgehog pathway activation in T-cell acute lymphoblastic leukemia predicts response to SMO and GLI1 inhibitors. *Blood* 128, 2642-2654. 10.1182/blood-2016-03-70345427694322

[DEV146910C15] de BoerJ., WilliamsA., SkavdisG., HarkerN., ColesM., TolainiM., NortonT., WilliamsK., RoderickK., PotocnikA. J.et al. (2003). Transgenic mice with hematopoietic and lymphoid specific expression of Cre. *Eur. J. Immunol.* 33, 314-325. 10.1002/immu.20031000512548562

[DEV146910C16] DrakopoulouE., OutramS. V., RowbothamN. J., RossS. E., FurmanskiA. L., SaldanaJ. I., Hager-TheodoridesA. L. and CromptonT. (2010). Non-redundant role for the transcription factor Gli1 at multiple stages of thymocyte development. *Cell Cycle* 9, 4144-4152. 10.4161/cc.9.20.1345320935514PMC3055198

[DEV146910C17] El AndaloussiA., GravesS., MengF., MandalM., MashayekhiM. and AifantisI. (2006). Hedgehog signaling controls thymocyte progenitor homeostasis and differentiation in the thymus. *Nat. Immunol.* 7, 418-426. 10.1038/ni131316518394

[DEV146910C18] FowlkesB. J. and RobeyE. A. (2002). A reassessment of the effect of activated Notch1 on CD4 and CD8 T cell development. *J. Immunol.* 169, 1817-1821. 10.4049/jimmunol.169.4.181712165504

[DEV146910C19] FurmanskiA. L., SaldanaJ. I., RowbothamN. J., RossS. E. and CromptonT. (2012). Role of Hedgehog signalling at the transition from double-positive to single-positive thymocyte. *Eur. J. Immunol.* 42, 489-499. 10.1002/eji.20114175822101858PMC3378705

[DEV146910C20] FurmanskiA. L., SaldanaJ. I., OnoM., SahniH., PaschalidisN., D'AcquistoF. and CromptonT. (2013). Tissue-derived hedgehog proteins modulate Th differentiation and disease. *J. Immunol.* 190, 2641-2649. 10.4049/jimmunol.120254123408837PMC3672981

[DEV146910C21] FurmanskiA. L., BarbaruloA., SolankiA., LauC.-I., SahniH., SaldanaJ. I., D'AcquistoF. and CromptonT. (2015). The transcriptional activator Gli2 modulates T-cell receptor signalling through attenuation of AP-1 and NFkappaB activity. *J. Cell Sci.* 128, 2085-2095. 10.1242/jcs.16580325908851PMC4450292

[DEV146910C22] GeQ. and ChenW. F. (1999). Phenotypic identification of the subgroups of murine T-cell receptor alphabeta+ CD4+ CD8− thymocytes and its implication in the late stage of thymocyte development. *Immunology* 97, 665-671. 10.1046/j.1365-2567.1999.00816.x10457221PMC2326876

[DEV146910C23] GermainR. N. (2002). T-cell development and the CD4-CD8 lineage decision. *Nat. Rev. Immunol.* 2, 309-322. 10.1038/nri79812033737

[DEV146910C24] González-GugelE., Villa-MoralesM., SantosJ., BuenoM. J., MalumbresM., Rodríguez-PinillaS. M., PirisM. A. and Fernández-PiquerasJ. (2013). Down-regulation of specific miRNAs enhances the expression of the gene Smoothened and contributes to T-cell lymphoblastic lymphoma development. *Carcinogenesis* 34, 902-908. 10.1093/carcin/bgs40423288923

[DEV146910C25] Hager-TheodoridesA. L., DessensJ. T., OutramS. V. and CromptonT. (2005). The transcription factor Gli3 regulates differentiation of fetal CD4− CD8− double-negative thymocytes. *Blood* 106, 1296-1304. 10.1182/blood-2005-03-099815855276PMC1274277

[DEV146910C26] Hager-TheodoridesA. L., FurmanskiA. L., RossS. E., OutramS. V., RowbothamN. J. and CromptonT. (2009). The Gli3 transcription factor expressed in the thymus stroma controls thymocyte negative selection via Hedgehog-dependent and -independent mechanisms. *J. Immunol.* 183, 3023-3032. 10.4049/jimmunol.090015219667090

[DEV146910C27] HeathH., Ribeiro de AlmeidaC., SleutelsF., DingjanG., van de NobelenS., JonkersI., LingK.-W., GribnauJ., RenkawitzR., GrosveldF.et al. (2008). CTCF regulates cell cycle progression of alphabeta T cells in the thymus. *EMBO J.* 27, 2839-2850. 10.1038/emboj.2008.21418923423PMC2580790

[DEV146910C28] Hernández-HoyosG., AndersonM. K., WangC., RothenbergE. V. and Alberola-IlaJ. (2003). GATA-3 expression is controlled by TCR signals and regulates CD4/CD8 differentiation. *Immunity* 19, 83-94. 10.1016/S1074-7613(03)00176-612871641

[DEV146910C29] HouX., ChenX., ZhangP., FanY., MaA., PangT., SongZ., JinY., HaoW., LiuF.et al. (2014). Inhibition of hedgehog signaling by GANT58 induces apoptosis and shows synergistic antitumor activity with AKT inhibitor in acute T cell leukemia cells. *Biochimie* 101, 50-59. 10.1016/j.biochi.2013.12.01924394624

[DEV146910C30] IlangumaranS., GagnonJ., LeblancC., PoussierP. and RamanathanS. (2010). Increased generation of CD8 single positive cells in SOCS1-deficient thymus does not proportionately increase their export. *Immunol. Lett.* 132, 12-17. 10.1016/j.imlet.2010.04.00920438760

[DEV146910C31] JosephC., QuachJ. M., WalkleyC. R., LaneS. W., Lo CelsoC. and PurtonL. E. (2013). Deciphering hematopoietic stem cells in their niches: a critical appraisal of genetic models, lineage tracing, and imaging strategies. *Cell Stem Cell* 13, 520-533. 10.1016/j.stem.2013.10.01024209759

[DEV146910C32] KatohY. and KatohM. (2009). Hedgehog target genes: mechanisms of carcinogenesis induced by aberrant hedgehog signaling activation. *Curr. Mol. Med.* 9, 873-886. 10.2174/15665240978910557019860666

[DEV146910C33] KleinL., KyewskiB., AllenP. M. and HogquistK. A. (2014). Positive and negative selection of the T cell repertoire: what thymocytes see (and don't see). *Nat. Rev. Immunol.* 14, 377-391. 10.1038/nri366724830344PMC4757912

[DEV146910C34] KrebsJ., WilsonA. and KisielowP. (1997). Calmodulin-dependent protein kinase IV during T-cell development. *Biochem. Biophys. Res. Commun.* 241, 383-389. 10.1006/bbrc.1997.78239425280

[DEV146910C35] LakyK. and FowlkesB. J. (2008). Notch signaling in CD4 and CD8 T cell development. *Curr. Opin. Immunol.* 20, 197-202. 10.1016/j.coi.2008.03.00418434124PMC2475578

[DEV146910C36] LauC.-I., BarbaruloA., SolankiA., SaldañaJ. I. and CromptonT. (2017). The kinesin motor protein Kif7 is required for T-cell development and normal MHC expression on thymic epithelial cells (TEC) in the thymus. *Oncotarget* 8, 24163-24176. 10.18632/oncotarget.1524128445929PMC5421836

[DEV146910C37] LauritsenJ.-P. H., KurellaS., LeeS.-Y., LefebvreJ. M., RhodesM., Alberola-IlaJ. and WiestD. L. (2008). Egr2 is required for Bcl-2 induction during positive selection. *J. Immunol.* 181, 7778-7785. 10.4049/jimmunol.181.11.777819017967PMC2587029

[DEV146910C38] LoW.-L., DonermeyerD. L. and AllenP. M. (2012). A voltage-gated sodium channel is essential for the positive selection of CD4(+) T cells. *Nat. Immunol.* 13, 880-887. 10.1038/ni.237922842345PMC3426661

[DEV146910C39] LuY., LiJ., ChengJ. and LubahnD. B. (2015). Genes targeted by the Hedgehog-signaling pathway can be regulated by Estrogen related receptor beta. *BMC Mol. Biol.* 16, 19 10.1186/s12867-015-0047-326597826PMC4657266

[DEV146910C40] LucasJ. A., MillerA. T., AtherlyL. O. and BergL. J. (2003). The role of Tec family kinases in T cell development and function. *Immunol. Rev.* 191, 119-138. 10.1034/j.1600-065X.2003.00029.x12614356

[DEV146910C41] MandhanP., QuanQ. B., BeasleyS. and SullivanM. (2006). Sonic hedgehog, BMP4, and Hox genes in the development of anorectal malformations in Ethylenethiourea-exposed fetal rats. *J. Pediatr. Surg.* 41, 2041-2045. 10.1016/j.jpedsurg.2006.08.03517161201

[DEV146910C42] MartinG. R. (1998). The roles of FGFs in the early development of vertebrate limbs. *Genes Dev.* 12, 1571-1586. 10.1101/gad.12.11.15719620845

[DEV146910C43] MontesM., CoirasM., BecerraS., Moreno-CastroC., MateosE., MajuelosJ., OliverF. J., Hernandez-MunainC., AlcamiJ. and SuneC. (2015). Functional consequences for apoptosis by Transcription Elongation Regulator 1 (TCERG1)-mediated Bcl-x and Fas/CD95 alternative splicing. *PLoS ONE* 10, e0139812 10.1371/journal.pone.013981226462236PMC4604205

[DEV146910C44] MoranA. E., HolzapfelK. L., XingY., CunninghamN. R., MaltzmanJ. S., PuntJ. and HogquistK. A. (2011). T cell receptor signal strength in Treg and iNKT cell development demonstrated by a novel fluorescent reporter mouse. *J. Exp. Med.* 208, 1279-1289. 10.1084/jem.2011030821606508PMC3173240

[DEV146910C45] NaitoT., TanakaH., NaoeY. and TaniuchiI. (2011). Transcriptional control of T-cell development. *Int. Immunol.* 23, 661-668. 10.1093/intimm/dxr07821948191

[DEV146910C46] OnoM., TanakaR. J. and KanoM. (2014). Visualisation of the T cell differentiation programme by canonical correspondence analysis of transcriptomes. *BMC Genomics* 15, 1028 10.1186/1471-2164-15-102825428805PMC4258272

[DEV146910C47] OutramS. V., VarasA., PepicelliC. V. and CromptonT. (2000). Hedgehog signaling regulates differentiation from double-negative to double-positive thymocyte. *Immunity* 13, 187-197. 10.1016/S1074-7613(00)00019-410981962

[DEV146910C48] OutramS. V., Hager-TheodoridesA. L., ShahD. K., RowbothamN. J., DrakopoulouE., RossS. E., LanskeB., DessensJ. T. and CromptonT. (2009). Indian hedgehog (Ihh) both promotes and restricts thymocyte differentiation. *Blood* 113, 2217-2228. 10.1182/blood-2008-03-14484019109233

[DEV146910C49] ParkJ.-H., AdoroS., GuinterT., ErmanB., AlagA. S., CatalfamoM., KimuraM. Y., CuiY., LucasP. J., GressR. E.et al. (2010). Signaling by intrathymic cytokines, not T cell antigen receptors, specifies CD8 lineage choice and promotes the differentiation of cytotoxic-lineage T cells. *Nat. Immunol.* 11, 257-264. 10.1038/ni.184020118929PMC3555225

[DEV146910C50] PazinD. E. and AlbrechtK. H. (2009). Developmental expression of Smoc1 and Smoc2 suggests potential roles in fetal gonad and reproductive tract differentiation. *Dev. Dyn.* 238, 2877-2890. 10.1002/dvdy.2212419842175PMC3070464

[DEV146910C51] PulsK. L., HogquistK. A., ReillyN. and WrightM. D. (2002). CD53, a thymocyte selection marker whose induction requires a lower affinity TCR-MHC interaction than CD69, but is up-regulated with slower kinetics. *Int. Immunol.* 14, 249-258. 10.1093/intimm/14.3.24911867561

[DEV146910C52] RamsbottomS. A. and PownallM. E. (2016). Regulation of Hedgehog signalling inside and outside the cell. *J. Dev. Biol.* 4, 23 10.3390/jdb403002327547735PMC4990124

[DEV146910C53] RingnérM. (2008). What is principal component analysis? *Nat. Biotechnol.* 26, 303-304. 10.1038/nbt0308-30318327243

[DEV146910C54] RosenbaumS., KreftS., EtichJ., FrieC., StermannJ., GrskovicI., FreyB., MielenzD., PöschlE., GaiplU.et al. (2011). Identification of novel binding partners (annexins) for the cell death signal phosphatidylserine and definition of their recognition motif. *J. Biol. Chem.* 286, 5708-5716. 10.1074/jbc.M110.19308621131363PMC3037683

[DEV146910C55] RowbothamN. J., Hager-TheodoridesA. L., CebecauerM., ShahD. K., DrakopoulouE., DysonJ., OutramS. V. and CromptonT. (2007). Activation of the Hedgehog signaling pathway in T-lineage cells inhibits TCR repertoire selection in the thymus and peripheral T-cell activation. *Blood* 109, 3757-3766. 10.1182/blood-2006-07-03765517227833PMC1874579

[DEV146910C56] RowbothamN. J., Hager-TheodoridesA. L., FurmanskiA. L., RossS. E., OutramS. V., DessensJ. T. and CromptonT. (2009). Sonic hedgehog negatively regulates pre-TCR-induced differentiation by a Gli2-dependent mechanism. *Blood* 113, 5144-5156. 10.1182/blood-2008-10-18575119273836PMC2686185

[DEV146910C57] SacedónR., VarasA., Hernández-LópezC., Gutiérrez-deFríasC., CromptonT., ZapataA. G. and VicenteA. (2003). Expression of hedgehog proteins in the human thymus. *J. Histochem. Cytochem.* 51, 1557-1566. 10.1177/00221554030510111514566027PMC1249508

[DEV146910C58] SahniH., RossS., BarbaruloA., SolankiA., LauC.-I., FurmanskiA., SaldañaJ. I., OnoM., HubankM., BarencoM.et al. (2015). A genome wide transcriptional model of the complex response to pre-TCR signalling during thymocyte differentiation. *Oncotarget* 6, 28646-28660. 10.18632/oncotarget.579626415229PMC4745683

[DEV146910C59] SaldañaJ. I., SolankiA., LauC.-I., SahniH., RossS., FurmanskiA. L., OnoM., HolländerG. and CromptonT. (2016). Sonic Hedgehog regulates thymic epithelial cell differentiation. *J. Autoimmun.* 68, 86-97. 10.1016/j.jaut.2015.12.00426778835PMC4803023

[DEV146910C60] SarkarF. H., LiY., WangZ. and KongD. (2010). The role of nutraceuticals in the regulation of Wnt and Hedgehog signaling in cancer. *Cancer Metastasis Rev.* 29, 383-394. 10.1007/s10555-010-9233-420711635PMC2974632

[DEV146910C61] SasakiH., NishizakiY., HuiC., NakafukuM. and KondohH. (1999). Regulation of Gli2 and Gli3 activities by an amino-terminal repression domain: implication of Gli2 and Gli3 as primary mediators of Shh signaling. *Development* 126, 3915-3924.1043391910.1242/dev.126.17.3915

[DEV146910C62] SekiyaT., KashiwagiI., YoshidaR., FukayaT., MoritaR., KimuraA., IchinoseH., MetzgerD., ChambonP. and YoshimuraA. (2013). Nr4a receptors are essential for thymic regulatory T cell development and immune homeostasis. *Nat. Immunol.* 14, 230-237. 10.1038/ni.252023334790

[DEV146910C63] ShahD. K., Hager-TheodoridesA. L., OutramS. V., RossS. E., VarasA. and CromptonT. (2004). Reduced thymocyte development in sonic hedgehog knockout embryos. *J. Immunol.* 172, 2296-2306. 10.4049/jimmunol.172.4.229614764698

[DEV146910C64] ShiJ., GetunI., TorresB. and PetrieH. T. (2016). Foxn1[Cre] expression in the male germline. *PLoS ONE* 11, e0166967 10.1371/journal.pone.016696727880796PMC5120802

[DEV146910C65] SingerN. G., FoxD. A., HaqqiT. M., BerettaL., EndresJ. S., ProhaskaS., ParnesJ. R., BrombergJ. and SramkoskiR. M. (2002). CD6: expression during development, apoptosis and selection of human and mouse thymocytes. *Int. Immunol.* 14, 585-597. 10.1093/intimm/dxf02512039910

[DEV146910C66] SingerA., AdoroS. and ParkJ.-H. (2008). Lineage fate and intense debate: myths, models and mechanisms of CD4- versus CD8-lineage choice. *Nat. Rev. Immunol.* 8, 788-801. 10.1038/nri241618802443PMC2760737

[DEV146910C67] SolankiA., LauC.-I., SaldañaJ. I., RossS. and CromptonT. (2017). The transcription factor Gli3 promotes B cell development in fetal liver through repression of Shh. *J. Exp. Med.* 214, 2041-2058. 10.1084/jem.2016085228533268PMC5502423

[DEV146910C68] StarrT. K., JamesonS. C. and HogquistK. A. (2003). Positive and negative selection of T cells. *Annu. Rev. Immunol.* 21, 139-176. 10.1146/annurev.immunol.21.120601.14110712414722

[DEV146910C69] TakahamaY. (2006). Journey through the thymus: stromal guides for T-cell development and selection. *Nat. Rev. Immunol.* 6, 127-135. 10.1038/nri178116491137

[DEV146910C70] te WelscherP., Fernandez-TeranM., RosM. A. and ZellerR. (2002). Mutual genetic antagonism involving GLI3 and dHAND prepatterns the vertebrate limb bud mesenchyme prior to SHH signaling. *Genes Dev.* 16, 421-426. 10.1101/gad.21920211850405PMC155343

[DEV146910C71] VantouroutP. and HaydayA. (2013). Six-of-the-best: unique contributions of gammadelta T cells to immunology. *Nat. Rev. Immunol.* 13, 88-100. 10.1038/nri338423348415PMC3951794

[DEV146910C72] WangB., FallonJ. F. and BeachyP. A. (2000). Hedgehog-regulated processing of Gli3 produces an anterior/posterior repressor gradient in the developing vertebrate limb. *Cell* 100, 423-434. 10.1016/S0092-8674(00)80678-910693759

[DEV146910C73] WeinreichM. A. and HogquistK. A. (2008). Thymic emigration: when and how T cells leave home. *J. Immunol.* 181, 2265-2270. 10.4049/jimmunol.181.4.226518684914PMC2861282

[DEV146910C74] XueL., ChiangL., KangC. and WinotoA. (2008). The role of the PI3K-AKT kinase pathway in T-cell development beyond the beta checkpoint. *Eur. J. Immunol.* 38, 3200-3207. 10.1002/eji.20083861418991293PMC2614442

[DEV146910C75] ZhuM., BrownN. K. and FuY.-X. (2010). Direct and indirect roles of the LTbetaR pathway in central tolerance induction. *Trends Immunol.* 31, 325-331. 10.1016/j.it.2010.06.00520675191PMC2933296

[DEV146910C76] ZuklysS., GillJ., KellerM. P., Hauri-HohlM., ZhanybekovaS., BalciunaiteG., NaK.-J., JekerL. T., HafenK., TsukamotoN.et al. (2009). Stabilized beta-catenin in thymic epithelial cells blocks thymus development and function. *J. Immunol.* 182, 2997-3007. 10.4049/jimmunol.071372319234195

How the deposited data were processed for this re-analysis (not part of the article)

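Whole transcript expression was measured by the authors on Affymetrix GeneChip Mouse Gene 2.0ST arrays, in thymocytes of WT, *Gli3*+/- and *Gli3*-/- fetuses sorted into CD69- DP, CD69+ DP and SP4 populations. Each of the 9 groups had 2 arrays, numbered 1 and 2, and all 18 were used, with the group of each taken from its deposited label. The columns of no listed sample numbered 0. The deposited table holds 41345 rows, 1 for each transcript cluster, and its values are intensity on a linear scale, which the authors made with the oligo package in R and RMA, whose versions are not given in the sources used here. Sources used here do not give the annotation release or the genome build of the rows either, so no coordinates are printed. The plan had taken the values to be on a log2 scale, but the medians of the arrays (59.29 to 65.82) and their maxima (12773 to 14834) showed that they were not, and log2 was taken here. No other normalisation was applied.

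Gene symbols were taken from the annotation of the array platform and updated through gene identifiers to the RefSeq names for GRCm38.p6, which changed 0 symbols. A single symbol was carried by 23521 rows, several by 1814 and none by 16010. Rows with several symbols or none were left out of the tests of genes and kept in the component analysis. Where a gene had more than 1 row (1082 genes), the row with the highest mean was used, which gave 22180 genes. Of the genes that the paper names, *H19* shares its row with *Mir675* and was not analysed as a gene, *Map4k2* and *Nedd9* were not analysed here, and some others are not reported here.

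A linear model with a mean for each of the 9 groups was fitted to the 18 arrays with limma 3.58.1 in R 4.3.3, with the moderated Ebayes t-statistic that the methods name (9 residual and 4.734 prior degrees of freedom). Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes. Comparisons were *Gli3*-/- and *Gli3*+/- against WT and *Gli3*-/- against *Gli3*+/- in each population, successive populations in WT, the difference of the *Gli3*-/- effect between populations, its average over the 3 populations, and number 2 against number 1 arrays over the groups. Lists of genes (35, of pathways, lineages, maturation stages, other cell types, stress and sex) were tested with camera at the preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. For comparisons of genotypes and populations it was estimated without a block. It thus holds the difference between replicate numbers, which can raise it and the p-values of the lists. Adjusted p-values of the lists were taken over the 35 lists. Some lists hold only genes that the study chose on these samples, and these are named as such where they are reported. A list named in 2 forms, with and without the genes named by the study, was counted as 2 lists.

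For each population the arrays of the 3 genotypes were put through a principal component analysis of log2 values, with each row centred and each array scaled, after the authors' use of ade4. The component that best separated *Gli3*-/- from WT gave 4000 rows with the largest scores, and these were intersected with the 2000 rows with the smallest p, as the paper's results describe. To see what the intersection can hold when genotypes do not differ, 20 sets were simulated without an effect. They had independent noise in each row and did not carry the shared difference between replicate numbers. Signatures of maturation were taken from *Gli3*+/- arrays alone (200 genes on each side), so that neither WT nor *Gli3*-/- arrays chose the genes, and scored on every array. The 2 maturation scales were tested by exact permutation, whose smallest p with 2 arrays against 2 is 0.333, and as lists with camera, adjusted over the 14 sets tested, an adjustment that was added after the results were seen. The authors' CCA and the external dataset behind its scale were not used here, and neither were the supplementary tables of genes, the flow cytometry, the quantitative PCR and the organ cultures.

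Genes named in the text were every gene that the study names in its microarray results or prints in Fig. 6 or Fig. 7, whose directions and Fig. 7 values had been seen, and *Gli3* on every array. To these were added, for each *Gli3*-/- against WT comparison, the 10 higher and 10 lower genes with the largest change among those that passed, filled up by smallest p. Only genes with a mean at or above the median of all rows, and with both *Gli3*-/- arrays on the same side of both WT arrays, could be added. Unnamed and predicted genes, olfactory and vomeronasal receptors, small RNAs and TCR variable segments were excluded. For each list up to 4 members with the largest change were eligible too. Any other gene is marked as chosen after its values were seen. The rule, the lists, the comparisons and the alternatives were set before the data were examined, except where the text says otherwise.

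Nothing in the sources used here says that the 2 arrays of a group came from separate embryos. The p-values measure the spread between these arrays. In WT this spread is not technical alone, since *Xist* was 39.7 to 52.4 on the replicate 1 arrays and 2726 to 2946 on the replicate 2 arrays of the 3 populations, so these preparations did not hold cells of the same embryos only, and for the other genotypes this is not known. Arrays of a shared number resembled each other across genotypes (correlation of their residuals in 1 population 0.245 to 0.549), and so did arrays of the same genotype and number across populations (0.134 to 0.435), every pair over 0.1 in both cases, so the numbers of the labels were taken to pair the arrays, and a fit with the number as a block was run beside the first (8 residual and 6.728 prior degrees of freedom). The correlation within a preparation, meaning a genotype and number, was 0.119 by duplicateCorrelation. Between the 2 arrays of a group the correlation was 0.972 to 0.981, and the SD of their log2 difference 0.370 to 0.451. Precision is limited by the number of arrays.

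The procedure was tested on simulated data, made from the mean of each gene in each population and its residual spread, in which 200 of 22180 genes were changed by 4 sizes. At a log2 of 0.5, 20%, 22% and 14% of them were called in CD69- DP, CD69+ DP and SP4 cells, at 1 it was 78%, 72% and 88%, at 2 it was 100%, 96% and 100%, and at 4 it was 100% in each. Of 21980 unchanged genes 7, 5 and 6 were called, and 0 calls had the wrong direction. The simulated arrays did not carry the shared difference between replicate numbers, and 1073, 1152 and 1114 of their unchanged genes had an unadjusted p under 0.05, against 446, 646 and 1139 of all genes on the real arrays, so the shares called test the procedure and do not describe its sensitivity on these arrays.

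Alternatives were fits to the arrays compared or to the 6 arrays of a population alone, blocks for the number and for the preparation, a trend with robust prior, array weights, cyclic loess and quantile normalisation, leaving out dim genes, other treatments of genes with more than 1 row, the methods' t-test, other scalings and array sets in the component analysis, signatures of 100 and 500 genes, and leaving out each replicate in turn. Where a replicate was left out, the lone array was assumed to vary like the other groups. These fits had no block, so a lone array of 1 number was set against arrays of both numbers. The difference between numbers therefore enters these values. Leaving out the sex-linked genes was added after the data were seen.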

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

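Of the tests of explanations in this part, only that of DP cells in the SP4 sort was written down before its result was seen, and the other tests of explanations were chosen after their results were seen. The test of embryo sex on the DP stage genes and the test of the SP4 sort gave values within the 2 SE that their explanations needed, but a condition added after these were written, that 2 SE be smaller than the effect to be told apart, was not met, and both are given as open.

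Y-linked genes led the differences between *Gli3*-/- and WT, a signal in genes that the text of the paper does not discuss. *Eif2s3y* fell by log2 −4.58, −4.70 and −4.43 in CD69- DP, CD69+ DP and SP4 cells, *Kdm5d* by −4.01, −4.28 and −3.66, and *Uty* by −3.56 in CD69- DP cells. On the other 12 arrays every Y-linked gene was brighter than at least 63.3% of rows, whereas on the *Gli3*-/- arrays the brightest exceeded 26.7% of rows. This is just over the 25% set as the level of undetected rows. Only *Uty* on the *Gli3*-/- replicate 2 SP4 array lay over that level (27.3, where the lower quartile of rows was 25.7). *Eif2s3y* and *Kdm5d* lay under it on every *Gli3*-/- array. Preparations of female cells only may account for the lower Y-linked genes, but through this 1 *Uty* value the level set did not decide it. In CD69- DP cells *Eif2s3y*, *Kdm5d* and *Uty* had means of 19.8, 21.7 and 23.4 in *Gli3*-/-, against 507, 373 and 289 in WT. *Xist* was 39.7 to 52.4 on the WT replicate 1 arrays and 2726 to 4850 on all others, so embryo sex was not balanced between genotypes or replicates. It is confounded with *Gli3* genotype in every comparison of *Gli3*-/- with WT, of genes and of lists, and not in the Y-linked calls alone. Several list calls were lost without these same WT replicate 1 arrays. If embryo sex alone raised the DP stage genes in *Gli3*-/- SP4 cells, the *Gli3*+/- SP4 arrays, which lost a share of 0.0791 of the male signal by *Eif2s3y*, would be raised by log2 0.04, and they were raised by 0.43, a difference of 0.396 (SE 0.210) that lies within 2 SE (0.420) and leaves this open. By *Kdm5d* and *Uty* the lost share was 0.319 and 0.220, which would raise them by 0.14 and 0.10, and the differences (0.289 and 0.333) lie within 2 SE too (0.386 and 0.398). *Xist* was not used for this share. On the SP4 arrays it was 39.7 and 2726 in WT, 3176 and 2977 in *Gli3*+/-, and 4850 and 3627 in *Gli3*-/-, by which the share and the rise expected would be larger. The size expected thus depends on the gene, and the question stays open.

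DP stage genes of SP4 cells were higher than in WT by mean log2 +0.45 in *Gli3*-/- and +0.43 in *Gli3*+/-, both measured against the same WT arrays, in a list that the paper does not analyse, with the co-receptor chain *Cd8a* at 1529 and 2376 (log2 +0.68) in WT and *Gli3*-/-. Without the WT replicate 1 SP4 array the *Gli3*-/- value was +0.15, which is in line with that array as the source of most of the difference. DP cells carried into the *Gli3*-/- SP4 sort were weighed as a source of the lower selection genes, although the sort gates on CD4 and CD8 would remove them. A mixture of WT SP4 with 31.6% of CD69- DP cells, the share that the DP stage genes need, lowered those selection genes by log2 −0.31, against −0.39 observed, a gap of −0.083 (SE 0.29). That share rests largely on the WT replicate 1 array. By the pairs of a shared number, a comparison chosen after its values were seen, the DP stage genes differed by +0.87 in pair 1 and +0.02 in pair 2, whereas the selection genes fell in both (−0.47 and −0.31). The mixture that pair 2 needs (2.11%) lowers the selection genes by −0.02, which leaves −0.30 that carried DP cells do not give, with an SE of 0.39 for this 1 pair. As 2 SE (0.581 over the group means, and 0.771 in pair 2) exceed the whole fall, carried DP cells and an effect of *Gli3* genotype on the passage from DP to SP4 cannot be told apart here.

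In all, 2569 genes differed between number 2 and number 1 arrays over the 9 groups, a comparison that the paper does not make. Heat shock genes, not among the genes seen first, were higher on number 2 arrays (mean log2 +0.47, adjusted p = 0.00847; adjusted p = 0.515 with an estimated correlation), so handling of the cells before lysis may be a source. A shared shift of small RNA genes was argued against, as the median of 565 small RNA genes lay within log2 −0.01 (−0.00651) of that of all genes, where more than 0.1 was needed. A median does not show shifts of single genes in both directions, and other differences in RNA recovery were not tested. Proliferation genes were higher too (mean log2 +0.63, adjusted p = 1.56e-24; adjusted p = 0.515 with an estimated correlation), and no biological explanation was tested. Lists read above for genotype also passed camera by number. TCR-induced genes that the paper does not name (+0.36, adjusted p = 0.0053), SP8 lineage genes (+0.22) and macrophage and dendritic cell markers (+0.22) were higher. SP4 selection genes were lower (−0.19, adjusted p = 0.00799). None of these passed with an estimated correlation. All TCR-induced genes and DP stage genes did not pass.

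Other signals lay in genes or comparisons that the text of the paper does not discuss, its supplementary tables not being used here, and it reports on *Gli3*+/- arrays only by the place of SP4 cells on its scale. *Gm17552*, a predicted gene, was higher by log2 +0.88 in *Gli3*-/- SP4 cells. Interferon-stimulated genes were higher by mean log2 +0.18 in *Gli3*-/- CD69+ DP cells, but differed by −0.03 without WT replicate 2. SP8 lineage genes were higher by +0.26 in *Gli3*-/- SP4 cells, but differed by −0.01 without *Gli3*-/- replicate 2. Macrophage and dendritic cell markers were lower by −0.27 and neutrophil markers by −0.44 in *Gli3*-/- SP4 cells, and without *Gli3*-/- replicate 1 they differed by +0.06 and −0.17. In *Gli3*+/- CD69+ DP cells TCR-induced genes were lower by −0.17 and mature SP genes by −0.17, and proliferation genes were higher by +0.21 and neutrophil markers by +0.25. Without WT replicate 1 the first 3 of these differed by −0.12, +0.02 and −0.22, and without *Gli3*+/- replicate 1 the neutrophil markers by −0.16, each with its call lost. Without *Gli3*+/- replicate 2 the proliferation genes lay in the other direction (−0.52). That fit set a lone number 1 array against WT arrays of both numbers, without a block. As proliferation genes were higher by +0.63 on number 2 arrays, this imbalance can move the value. In *Gli3*+/- SP4 cells TCR-induced genes were lower by −0.14, a call lost without WT replicate 1 (−0.18, adjusted p = 0.416). With an estimated correlation none of these lists passed.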

How the results depend on the processing

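The alternatives were set before the data were examined, apart from leaving out the sex-linked genes, which was chosen after seeing the data. Of 1157 values of genes under the alternatives 1104 kept their side of the threshold and 53 lost their call, of 483 values of lists 420 kept their side, 53 lost their call and 10 were reversed (among the values of genes and lists that kept their side, 21 that were called under neither setting changed sign), and of 358 other values 273 stayed and 85 moved. For the changes below the cause was not tested, except that a fit to fewer arrays or fewer genes has less to test by construction. Changed genes are given for *Gli3*-/- against WT in the order CD69- DP, CD69+ DP and SP4 (3, 2 and 3 in the 9-group fit). The arrays compared alone gave 0 in CD69- DP and 1 in SP4 cells, the 6 arrays of a population 0, 0 and 1, a trend and robust prior 1, 1 and 1, and the methods' t-test with adjustment 0, 0 and 0. Leaving out the sex-linked genes gave 0, 0 and 0, in CD69- DP and CD69+ DP cells by construction, while *Gm17552*, the other gene in SP4 cells, lost its call. In SP4 cells the replicate block gave 5, and array weights, quantile normalisation and all rows each gave 1 (0 higher and 1 lower with array weights and with quantile normalisation). Without a replicate the counts were 1 in CD69- DP, 1 to 2 in CD69+ DP and 1 to 6 in SP4 cells, the highest without *Gli3*-/- replicate 1. The average over populations (3 genes) gave 5 with the block, 5 with all rows and 0 without sex-linked genes, and the difference of the *Gli3*-/- effect between SP4 and CD69- DP cells (0 genes) 0 to 2 without a replicate (1 without WT SP4 replicate 1 and 2 without *Gli3*-/- SP4 replicate 1). Genes at an unadjusted p under 0.05 (446, 646 and 1139) were 111, 272 and 510 without dim genes and 840, 1186 and 1935 over all rows. They were 670 with array weights and 894 by the methods' t-test in CD69- DP cells, 1046 with the block in CD69+ DP cells, and 652 on the arrays compared in SP4 cells. Without a replicate they were 312 to 975 (highest without *Gli3*-/- replicate 2), 577 to 1186 (highest without WT replicate 1) and 1039 to 1818 (highest without *Gli3*-/- replicate 1). *Gli3*+/- against WT CD69- DP cells (0 genes) gave 1 with array weights, 1 with the block and 0 to 1 without a replicate (1 without *Gli3*+/- replicate 2), and SP4 cells 0 to 1 (1 without WT replicate 1). In WT, CD69+ DP against CD69- DP cells (151 genes) gave 829 with the block, 792 with preparation as a fixed block, 30 with all rows, 0 by the methods' t-test with adjustment, and 18 to 121 without a replicate (19 without either CD69- DP array and 18 without CD69+ DP replicate 1). SP4 against CD69+ DP cells (137 genes) gave 699, 614, 24 and 2 under the same alternatives, 8 on the arrays compared alone, and 9 to 56 without a replicate (15 without CD69+ DP replicate 1, 9 without CD69+ DP replicate 2, 56 without SP4 replicate 1 and 43 without SP4 replicate 2).

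Means of lists in *Gli3*-/- against WT ranged without a replicate as follows. TCR-induced genes were −0.26 to −0.13 in CD69+ DP cells (−0.14, with the call lost, without WT replicate 1) and −0.41 to +0.062 in SP4 cells (positive without *Gli3*-/- replicate 1). In CD69+ DP cells interferon-stimulated genes were −0.027 to +0.38 (negative without WT replicate 2) and the SP4 selection genes −0.46 to +0.016 (positive without WT replicate 1). In SP4 cells SP8 lineage genes were −0.012 to +0.54 (negative without *Gli3*-/- replicate 2) and macrophage and dendritic cell markers −0.60 to +0.055 (positive without *Gli3*-/- replicate 1). The Hox list in CD69- DP cells lost its call under cyclic loess (adjusted p = 0.172), quantile normalisation (0.177), without dim genes (0.544) and over all rows (0.106). In *Gli3*+/- CD69+ DP cells TCR-induced genes were −0.22 to −0.12 (call lost at −0.12 without WT replicate 1), mature SP genes −0.36 to +0.0195 (positive without WT replicate 1 or *Gli3*+/- replicate 2), proliferation genes −0.52 to +0.94 (−0.22 without WT replicate 1 and −0.52 without *Gli3*+/- replicate 2) and neutrophil markers −0.16 to +0.66 (negative without *Gli3*+/- replicate 1). These fits had no block, so the difference between replicate numbers enters such values. In *Gli3*+/- SP4 cells TCR-induced genes were −0.20 to −0.067 (call lost at −0.18 without WT replicate 1). Besides the calls given here and with the conclusions, the block passed Wnt target genes in *Gli3*+/- CD69+ DP cells (−0.15, adjusted p = 0.0449), mature SP genes in *Gli3*+/- SP4 cells (−0.20, adjusted p = 0.0205), and in WT the Notch target genes at the first step (−0.20, adjusted p = 0.0177) and the SP4 selection genes at the second (−0.21, adjusted p = 0.0453), and it changed no other call of a list.

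The separating component held 23.2%, 25.3% and 30.4% of the variance of 4 arrays and 2.97%, 4.80% and 3.35% of 18 arrays, which hold fewer and more sources of variance by construction. Rows in the intersection were 1371 without dim rows and 1809 with 1 row per gene in CD69- DP cells, and 353 with 18 arrays and 392 with genes scaled in SP4 cells. With p-values from the 6 arrays of a population they were 1147, 1239 and 961 in CD69- DP, CD69+ DP and SP4 cells. With p-values from the 4 arrays compared they were 1250, 1461 and 1073. Without a replicate they were 316 to 984 in CD69- DP, 403 to 1170 in CD69+ DP and 417 to 1040 in SP4 cells, the lowest without *Gli3*-/- replicate 2, 1 and 2 (406 without WT replicate 1 in CD69- DP and 602 without *Gli3*-/- replicate 2 in CD69+ DP cells). The score difference of the first signature in CD69+ DP cells was −0.326 to +0.287 without WT replicate 2 and 1, and of the second −0.200 to +0.153 in CD69- DP and −0.342 to +0.194 in SP4 cells without *Gli3*-/- replicate 2 and 1.

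Signal over background is a limit for part of the Hh genes, since of the genes named as higher 3 of 12, 4 of 8 and 0 of 3 lay below the median intensity of rows, and how far such rows stand above background is not known. Not run were the 6-array fit for the average and the differences between populations, the methods' t-test for lists, and the fit without dim genes for 9 values of genes that it leaves out.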

Differences from the paper's values

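The figure values below are the paper's, read by eye from the panels of Fig. 7 and compared with the linear intensities deposited by the authors. In Fig. 7E the paper shows *Nr4a1* in *Gli3*-/- CD69+ DP cells at about 550, where the deposited value was 987.5, and in *Gli3*-/- SP4 cells at about 980, where it was 551.7. For *Cd5* the paper shows about 1800 in WT and about 1400 in *Gli3*-/- CD69+ DP cells in Fig. 7E, where the deposited values were 3335 and 2884, and about 3300 in WT and about 2900 in *Gli3*-/- SP4 cells in Fig. 7E, where they were 1843 and 1406. Under cyclic loess and quantile normalisation, the alternatives set before the data were examined, all of these values still differed, and none of the alternatives brought them within the paper's. With CD69+ DP and SP4 cells exchanged, the largest difference from the paper's values was 1.93% for *Nr4a1* and 2.37% for *Cd5*, against 79.5% and 106% as labelled. *Egr2* and *Tox* were within 0.558% and 2.19% of the paper's values as labelled. Cell-surface CD5 in organ cultures, another measure, is highest in SP4 cells in the paper's Fig. 3E, in the order in which Fig. 7E is labelled.

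Of the gene and population pairs that the paper states as higher in *Gli3*-/- 21 of 23 were higher, and of those stated as lower 20 of 22 were lower. As the study chose these genes on these samples, this is not independent evidence of their direction. The paper states that *Map3k1* and *Ltbr* are lower in *Gli3*-/- CD69- DP cells, and here they differed by log2 +0.19 and +0.29. *Hoxa7* and *Bmp2* are stated as higher in *Gli3*-/- CD69+ DP cells, and here they differed by log2 −0.47 and −0.22. The paper calls *Egr2*, *Tox*, *Nr4a1* and *Cd5* significantly lower in *Gli3*-/- CD69+ DP and SP4 cells. Their means were lower in both populations, but none passed after adjustment under any setting that was run, and at an unadjusted p under 0.05 those that passed limma were *Egr2* in both populations and *Nr4a1* in SP4 cells, with *Cd5* in SP4 cells added by the replicate block (*Egr2* log2 −0.65 and −0.49, *Tox* −0.05 and −0.31, *Nr4a1* −0.28 and −0.58, *Cd5* −0.20 and −0.39). The paper describes *Nr4a1* and *Cd5* as rising again in SP4 cells, whereas from WT CD69+ DP to SP4 cells they differed by log2 −0.54 and −0.85. It describes *Gli3*+/- arrays as intermediate on its scale of TCR signal, and on the scale drawn here, which is another one, *Gli3*+/- SP4 cells scored 0.31 and *Gli3*-/- 0.33, both below WT.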

Other observations

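All values in this part were chosen for report after they were seen, and no explanation of them was tested. Averaged over the 3 populations, *Eif2s3y* (log2 −4.57), *Kdm5d* (−3.99) and *Uty* (−3.23) were the genes that differed between *Gli3*-/- and WT. With the replicate number as a block *H4c9* (−1.31, adjusted p = 0.00227) and *Kdm6a* (+0.60, adjusted p = 0.0291) passed too. That fit holds no term for the preparation, so it counts the 3 populations of a preparation as separate replicates. With preparation as a random block 3 genes passed, 0 higher and 3 lower. *Kdm6a* is X-linked, and embryo sex is confounded with genotype here. *Ly96* had a higher *Gli3*-/- effect in SP4 than in CD69+ DP cells in the blocked fit (log2 +1.64, adjusted p = 0.0431). The SP4 selection genes were lower than WT in *Gli3*+/- SP4 cells too (mean log2 −0.39, camera adjusted p = 1.15e-05; adjusted p = 0.495 with an estimated correlation) and in *Gli3*+/- CD69+ DP cells (−0.25, adjusted p = 0.00728; adjusted p = 0.832 with an estimated correlation). The first call was lost without *Gli3*+/- replicate 2 (−0.15, adjusted p = 0.248), and the second without WT replicate 1 (−0.01, adjusted p = 0.73) or *Gli3*+/- replicate 2 (−0.03, adjusted p = 0.86). Besides *Jun* and *Fos*, *Ppp1r15a* (log2 +1.79), *Hspa1a* (+1.58), *Fosb* (+1.56) and *Dusp1* (+1.07) were higher on number 2 arrays, whereas *Egr1* was not (−0.08, adjusted p = 0.702).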
